# Qualitative and quantitative differences in endometrial inflammatory gene expression precede the development of bovine uterine disease

**DOI:** 10.1038/s41598-020-75104-7

**Published:** 2020-10-26

**Authors:** Amy Brewer, Paul Cormican, Joseph J. Lim, Aspinas Chapwanya, Cliona O’Farrelly, Kieran G. Meade

**Keywords:** Immunogenetics, Transcriptomics

## Abstract

The transcriptome of the endometrium early postpartum was profiled to determine if inflammatory gene expression was elevated in cows which subsequently developed uterine disease. Endometrial cytobrush samples were collected at 7 days postpartum (DPP) from 112 Holstein–Friesian dairy cows, from which 27 were retrospectively chosen for RNA-seq on the basis of disease classification [ten healthy and an additional 17 diagnosed with cytological endometritis (CYTO), or purulent vaginal discharge (PVD)] at 21 DPP. 297 genes were significantly differentially expressed between cows that remained healthy versus those that subsequently developed PVD, including *IL1A* and *IL1B* (adjusted *p* < 0.05). In contrast, only 3 genes were significantly differentially expressed in cows which subsequently developed CYTO. Accounting for the early physiological inflammatory status present in cows which do not develop disease enhanced the detection of differentially expressed genes associated with CYTO and further expression profiling in 51 additional cows showed upregulation of multiple immune genes, including *IL1A*, *IL1B* and *TNFA*. Despite the expected heterogeneity associated with natural infection, enhanced activation of the inflammatory response is likely a key contributory feature of both PVD and CYTO development. Prognostic biomarkers of uterine disease would be particularly valuable for seasonal-based dairy systems where any delay to conception undermines sustainability.

## Background

Following calving, the cow must undergo the heavily energy-dependent and parallel processes of uterine involution and the initiation of lactation. In addition, the open cervix, now exposing the previously gravid uterus must also rapidly transition from a state of immune suppression and relative quiescence to active immune-surveillance^1^. Foetal membranes are expelled, necrosis and sloughing of the caruncles occurs^2^, and the tissues of the shrinking uterus are regenerated. Although bacterial infection is inevitable after calving, it seems that the local immune system has a remarkable ability to support the development of a protective microbiome and restore homeostasis.

In a significant proportion of high performing cows, however, infection leads to the development of various forms of disease which delays uterine involution, and negatively impacts other aspects of the cow’s productive physiology. The most significant detrimental effects have been documented from the development of clinical uterine disease, which is usually diagnosed by a veterinarian after 21 days postpartum (DPP) by the presence of purulent vaginal discharge (PVD). PVD is associated with lower conception rates, increased services per conception and a longer calving interval^3,4^. The energy diverted into immune and inflammatory processes can also result in reduced production of milk and can result in premature culling^5^. Our work has recently shown that the negative effect of PVD extends to pasture-based dairy cows, and that higher milk yield is a significant risk factor for subsequent development of uterine disease^6^. Although prevalence varies according to type of cow and farming system, the impact of disease on seasonal based dairy systems, where cows are required to conceive within 85 days of calving to maintain an annual calving pattern, remains relatively unexplored. Sub-clinical disease referred to as cytological endometritis (CYTO) is diagnosed by quantification of polymorphonuclear (PMN) cells in the uterine endometrium^7,8^. By its nature, CYTO is more subtle in presentation, is more difficult to diagnose and therefore disease-associations have been less comprehensively documented, particularly in extensive grazing dairy systems. Nevertheless, evidence suggests a negative effect of subclinical disease on reproductive performance^9^. PVD and CYTO are not mutually exclusive forms of disease, and the interplay between disease presentations remains unclear. Even subtle negative effects on ovarian function^10^ can contribute to suboptimal fertility which would significantly undermine the sustainability of seasonal dairy systems.

Where infection interrupts the return to homeostasis in the postpartum cow, the inevitable response of the host immune system is inflammation, but these changes have not been well documented at the molecular level in cattle. Gene expression profiling of inflammatory genes has previously been performed in cows with endometritis at both circulating level in whole blood^11^ as well as locally in cytobrush or biopsy samples^12,13^. While some inflammation is regarded as a natural, or physiological response to bacterial influx^14^, unresolved or dysregulated inflammation is now recognised as central to the pathogenesis of endometritis^10,15^. In his review, LeBlanc proposes a model showing how either excessive or inadequate levels of endometrial inflammation can result in endometritis^16^. However the molecular networks regulating the activation and resolution of inflammation in the postpartum uterus as well as underpinning the divergent responses between cows have not been defined. High-throughput genomics approaches have identified significantly different endometrial gene expression profiles in cows with both types of uterine disease at 42–60 DPP^17^. Robust predictive gene expression signatures could signpost avenues to prevent the development of disease-associated pathology, however it is not known whether robust differences can be detected in the early postpartum period. Our earlier work showed the upregulation of both *IL1* and *IL17* at 7 DPP using RNA-seq in endometrial biopsies from cows that developed cytological endometritis (CYTO) compared to their counterparts which resolved inflammation^12^. These findings suggest that despite the fact that most cattle experience uterine inflammation after calving, differences may exist between physiological and pathological inflammation which signals the potential to identify cows at risk of developing subsequent uterine disease early postpartum.

Given their principal role in the activation and orchestration of the immune response, in this study, we aimed to characterise the 7 DPP endometrial cell transcriptomic expression profiles using RNA-seq of tissue from postpartum cows with more detailed disease phenotypes, with a view to defining early prognostic indicators of uterine health and disease. To achieve this objective, three distinct comparisons were undertaken: Comparison A—between cows which remained healthy and cows which subsequently developed cytological endometritis (CYTO), or purulent vaginal discharge (PVD) by 21 DPP; Comparison B—between healthy cows with physiological inflammation at 7 DPP and cows which developed CYTO by 21 DPP; and Comparison C—between cows with and without physiological inflammation at 7 DPP.

## Results

### Occurrence and impact of clinical and subclinical uterine disease in 112 postpartum dairy cows

This study was performed on 112 spring-calving, mixed-parity Holstein–Friesian cattle from a commercial dairy farm in Ireland. Disease diagnosis at 21 DPP revealed that 76% (n = 85) of cattle had one or more forms of uterine disease. Of these animals, 28% (n = 31) had CYTO, 18% (n = 20) had PVD only and 30% (n = 34) had both CYTO and PVD. The cows selected for this detailed immunological analysis were part of a larger study which assessed the effect of clinical disease on production and reproduction parameters in pasture-based dairy cattle^6^. PVD was shown in this study to significantly increase the calving to conception period (CCP) in all cows, but to a greater extent in cows with a high milk yield in the lactation before disease diagnosis, showing cumulative effects of physiological demand on reproduction indices.

From the 112 cattle originally sampled, uterine cytobrush samples were chosen from 27 cows on the basis of RNA quality and excluding cows with metritis (vaginal mucus score (VMS) > 2 at 7 DPP) for RNA-sequencing. The final dataset consisted of 10 healthy cows; 9 cows were diagnosed with CYTO on the basis of uterine cytology (PMN ≥ 18%); and 8 cows were diagnosed with PVD (VMS > 2) (Fig. 1). A further independent panel of 51 samples from the original 112 cows were also used for qPCR analysis and consisted of 13 healthy cows, 12 cows with CYTO and 26 cows with PVD (18 of which were also diagnosed with CYTO). All RNA-seq and qPCR was performed retrospectively on endometrial cellular RNA from 7 DPP using the disease classification at 21 DPP. Classification of all animals used for RNA-seq and qPCR can be found in Supplementary Table S1. Summary statistics for all mRNA libraries used for RNA-seq can be found in Supplementary Table S2.

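A cytobrush collects cells from the surface of the endometrium and, with them, immune cells and tissue fragments of the uterine wall. Each library came from the polyadenylated RNA of 1 cow, brushed at 7 DPP and grouped by its state at 21 DPP, and was sequenced as 100 bp single-end reads. Of the 10 cows which remained healthy, 5 had less than 18% PMN at 7 DPP (4.1% ± 2.8, SD) and 5 had at least that share (45.1% ± 11.6, SD). Of the 9 cows which developed CYTO, 5 were below the threshold (7.2% ± 7.5, SD) and 4 above it (68.4% ± 15.9, SD). All 8 cows which developed PVD were above it, 4 with PVD alone (46.8% ± 21.8, SD) and 4 with PVD and CYTO (66.6% ± 16.8, SD). The authors trimmed the reads, aligned them to the UMD3.1 genome, kept those that mapped uniquely with at most 2 mismatches, and counted them per annotated gene. The deposited values are CPM of each library's counted reads with no further scaling factor, for 10476 genes with at least 1 CPM in 5 or more of the 30 libraries. The 27 libraries held 11922966 to 39202083 counted reads (median 23107772). The medians were 21905962 reads for cows which remained healthy, 23928172 for CYTO and 24157336 for PVD. The paper's Supplementary Table S2 lists 16223191 to 55313486 uniquely mapped reads (median 32251886) for these libraries, and the CPM values use the counted reads. A single read stands for 0.0255 to 0.0839 CPM, so values near that level carry counting error at the least. Each comparison was tested with limma (trended eBayes) on log2(CPM + 1) over genes with at least 1 CPM in 5 or more of the libraries compared, or in 4 or more where the smaller group had 4 cows. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change beyond 1 in size. The added 1 CPM understates the fold of genes with few reads. Estimates from DESeq2 on the reads recovered from the CPM are given where they differ by much. The added 1 CPM does not account for every gap. For the abundant lactoferrin transcript (LF) in PVD the fold was 7.35, 7.38 with 0.1 CPM added, and 21.8 by DESeq2. limma's fold compares group means of log values and DESeq2's models group means of scaled counts, so the 2 are unlike measures. The comparisons, this test, its thresholds and 32 lists of genes for pathways and cell types were set before the data were examined. Some listed genes had been read in the paper, which names them from these samples. They were 10 of 19 glandular genes, 6 of 20 of the NF-kB response, 4 of 15 of the IL-1 family and 4 of 10 of the IL-17 axis. Such lists are not fully independent evidence. The direction of a list was tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation. Adjusted p values without another tool's name are limma's, or camera's for a list, and counts of cows on the side of a fold change are taken against the other group's mean log2(CPM + 1). Cows are named by the labels of their columns in the tables. Positions on UMD3.1 were not in the files.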

**Figure 1:**
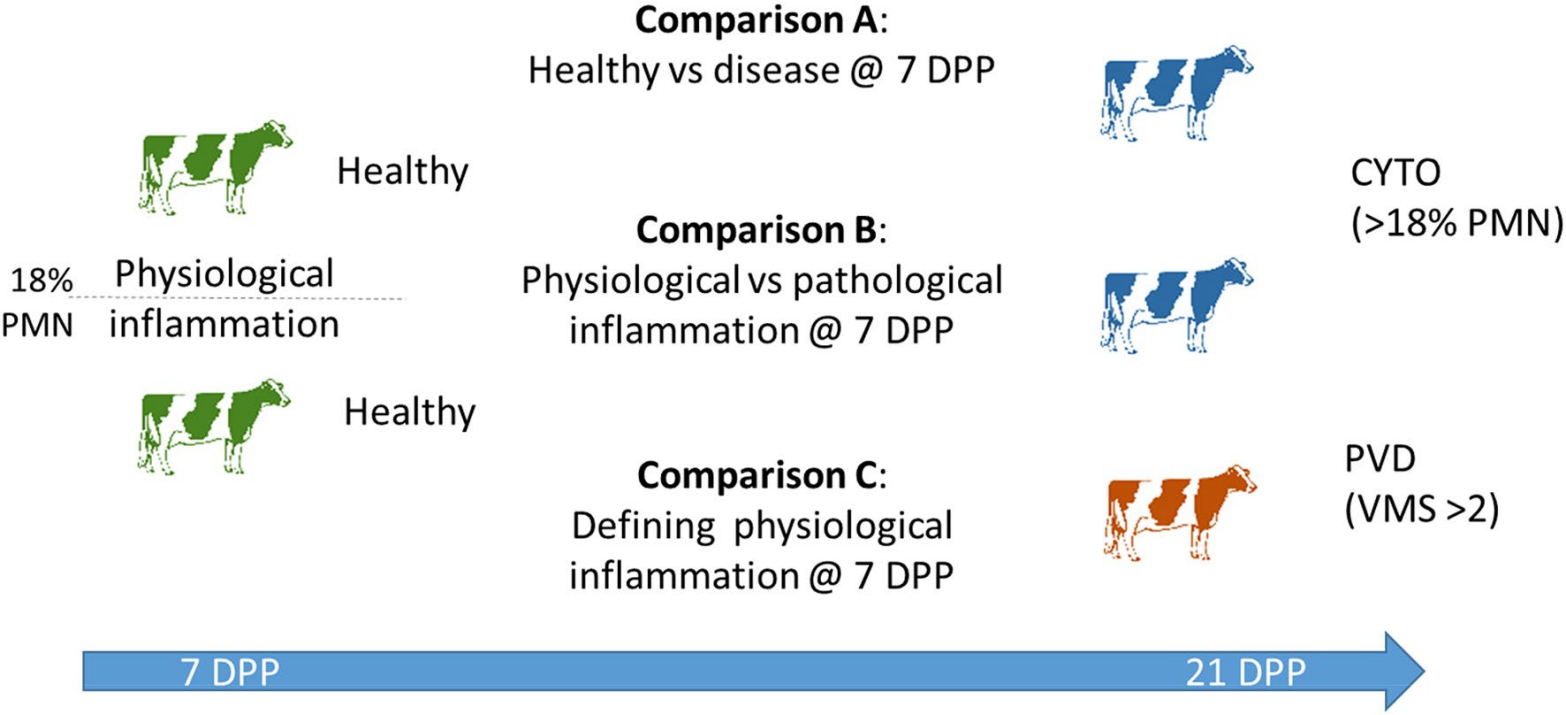
In order to identify potential prognostic biomarkers for the development of uterine disease, RNA-seq was performed on endometrial cells collected at 7 days postpartum (DPP) from 27 cows with subsequent healthy, subclinical (CTYO) or clinical (PVD) disease phenotypes at 21 DPP. Three comparisons were retrospectively performed: (**A**) Cows which remained healthy (n = 10) versus those which developed CYTO (n = 9) and PVD (n = 8) (**B**) Cows with inflammation at 7 DPP which subsequently resolved (n = 5) versus cows which developed CYTO (n = 4; PMN > 18%) (C) Cows which had inflammation at 7 DPP (> 18% PMN) which subsequently resolved (n = 5) versus cows without inflammation (< 18% PMN) which also remained healthy (n = 5).

### Comparison A: Differences in gene expression 7 DPP associated with clinical PVD or subclinical CYTO

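In cows which went on to develop PVD, transcripts of neutrophils, of the NF-kB response, and of glycolysis and the hypoxia response had higher mean levels at 7 DPP than in cows which remained healthy. 18 of 19 neutrophil genes were higher, with a median log2 fold change of 2.23, and 18 of them had an adjusted p under 0.05 when adjusted over the list alone. NCF1 (ENSBTAG00000003305), a subunit of the oxidase with which phagocytes kill bacteria, was at 38.6 ± 44.3 CPM (SD, n = 10) in healthy cows and 234 ± 351 CPM (SD, n = 8) in cows which developed PVD, a log2 fold change of 2.67 (standard error 0.74, adjusted p = 0.195), and was higher in 8 of 8 cows. All 21 genes of glycolysis and the hypoxia response were higher (median 1.34, 17 adjusted over the list alone). Among them, PFKFB3, an enzyme that raises the rate of glycolysis, went from 133 ± 88.2 to 445 ± 476 CPM, and DDIT4, a stress-induced inhibitor of mTOR, from 122 ± 106 to 580.1 ± 725 CPM. All 20 genes of the NF-kB response were higher (median 1.17, 10 adjusted over the list alone). Cow s1239 stood apart in that list from the other 3 cows with PVD and CYTO (mean log2(CPM + 1) 8.742, the next 5.384), and without it the medians were 0.946 for the NF-kB response, 1.81 for neutrophils and 1.26 for glycolysis. Cow s2683, with PVD alone, was also high in the NF-kB response (7.612). The remaining PVD cows had 4.679 to 5.508 there, and the inflamed healthy cows 4.736 to 5.446. List medians without cow s2683 were not computed. ESR1, the oestrogen receptor alpha of the endometrium, was at 109.9 ± 73.7 CPM in healthy cows and 18.8 ± 10.47 CPM in cows which developed PVD, a log2 fold change of -2.16 (standard error 0.55, adjusted p = 0.195), and was lower in 8 of 8 cows; limma called it without cow s1570 (-2.53), but not with all cows. Over all 10454 genes limma called 0 (2223 had an unadjusted p under 0.05, against 523 by chance) and edgeR 0, whereas DESeq2's Wald test called 700 and its test against a minimum 1.5-fold change called 114. limma called 4 without cow s1570. camera called 23 of 31 lists at the preset correlation and 0 with an estimated correlation, where each of these 3 lists had an adjusted p = 0.191. All 8 cows which developed PVD but only 5 of the 10 healthy cows were inflamed; against those 5 alone the medians were 1.07 for neutrophils, 0.74 for glycolysis and 0.81 for the NF-kB response.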

Using stringent statistical filtering criteria, 297 genes were identified as significantly differentially expressed at 7 DPP (adjusted *p* value < 0.05) between cows which remained healthy and cows which subsequently developed PVD (Fig. 2). Segregation is evident between samples in both groups as illustrated on the PCA plot (Fig. 3A). 

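On the first principal component of all tested genes (47.3% of the variance), the 8 cows which developed PVD lay between -7.83 and 57.1, whereas the 10 cows which remained healthy spread from -153 to 49.9. The spread of the healthy group came from cows without physiological inflammation: cows s2570, s1340 and s2224 had scores of -152.7, -143 and -122.5. These 3 cows also had the highest mean log2(CPM + 1) of the glandular genes, between 9.98 and 10.1. The healthy cows with physiological inflammation had scores of -5.4 to 49.9, within or near the range of the cows which developed PVD. The group means differed by 58.4 (SD 83.2, n = 10, for healthy cows and 20.8, n = 8, for PVD; exact two-sided permutation test, p = 0.0815 over 43758 splits). With each gene scaled to unit variance the first component was another axis, on which the cows which developed PVD spread most (SD 81.5, n = 8, against 19.4, n = 10; p = 0.0438 by the same exact permutation test), and the second was spread by the healthy cows (SD 64.1, n = 10, against 22.8, n = 8; p = 0.0693).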

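By limma, lists of genes of glands, ciliated cells and other epithelium had lower mean levels in cows which developed PVD, and lists of immune and stromal cells higher ones. All 19 tested genes of glandular secretion and mucosal defence were lower (median log2 fold change -2.52), as were 18 of 20 epithelial genes (median -0.87). CFI, an inhibitor of complement that glands secrete, was at 627 ± 851 CPM (SD, n = 10) in healthy cows and 20.7 ± 15.4 CPM (SD, n = 8) in PVD, a log2 fold change of -2.69 (standard error 1.08, adjusted p = 0.204), lower in 8 of 8 cows. Higher mean levels were seen for all 17 genes of macrophages and monocytes (median 1.88), 17 of 19 genes of matrix remodelling (1.64), all 10 of smooth muscle (1.20), all 9 of endothelium (1.05) and 20 of 21 of stroma (0.97). MMP9, a gelatinase of neutrophils and macrophages, went from 122 ± 216 to 300 ± 297 CPM (3.35, adjusted p = 0.195, 8 of 8 cows). Of the genes with an unadjusted p under 0.05 from limma, 1437 were lower and 786 higher in cows which developed PVD. DESeq2's Wald test called 373 lower and 327 higher, and its test against 1.5-fold called 74 lower and 40 higher, a balance that turned on single cows (71 and 122 without cow s1194, 129 and 147 without s1570, 83 and 0 without s1239). Of the genes that the paper's supplement marks significant, the deposited data hold 85 of 235 lower and 52 of 62 higher ones. This absence by itself makes the balance more even here. The median over all genes was -0.13, 0.03 with RLE factors on the CPM and 0.002 without cow s1239, so a shift of that size comes with the scaling and a single cow. In edgeR, which scales by TMM, the medians were -4.91 for glands, -1.12 for epithelium, 0.88 for macrophages, 0.64 for matrix remodelling, 0.70 for smooth muscle, 1.00 for endothelium and 0.08 for stroma, where little of the rise was left. All 8 cows which developed PVD were inflamed: against the 5 inflamed healthy cows alone, the medians were -0.04 for glands, -0.10 for epithelium, -0.19 for macrophages and -0.85 for stroma (0.41, 0.30, 0.12 and -0.50 in edgeR). With all 10 healthy cows and an estimated correlation the adjusted p was 0.369 for glands, 0.459 for epithelium, 0.228 for macrophages and 0.448 for stroma.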

Interestingly, the vast majority of these genes (236) were decreased relative to healthy controls and 61 were significantly increased in cows that subsequently developed PVD. The skewed down-regulation of differentially expressed genes (DEG) is evident from the volcano plot (Fig. 3B).

**Figure 2:**
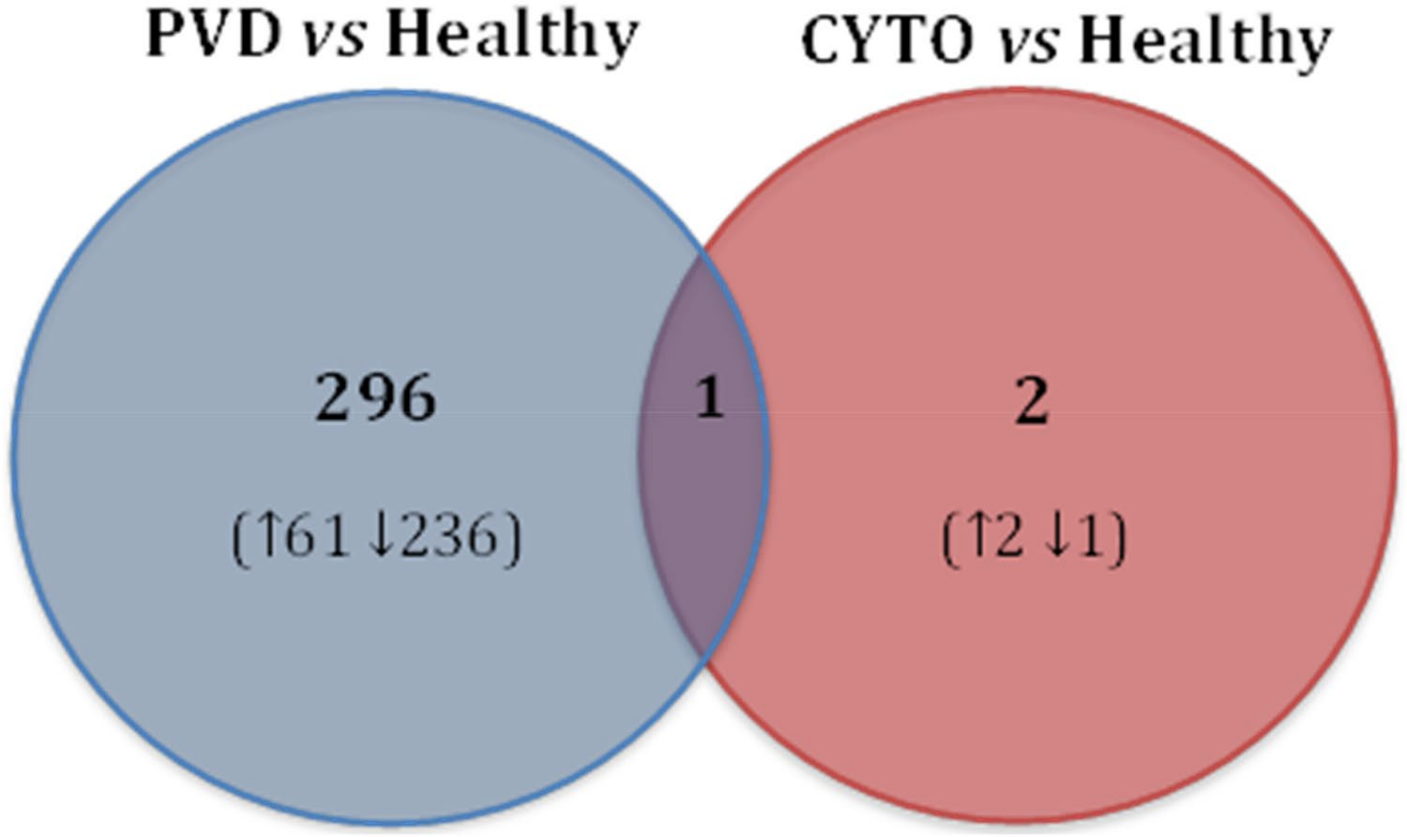
Number of differentially expressed genes in the endometrium at 7 days postpartum (DPP) in cows that developed uterine disease (either PVD or CYTO) relative to cows that remained healthy. Gene expression was determined by RNA-seq using an adjusted *p* < 0.1 and FC > 1. The direction of fold change is represented by arrows in cows which developed uterine disease relative to cows which remained healthy. The number in the centre represents the genes common to both comparisons. Disease diagnosis was performed at 21 DPP by cytology and vaginal mucus score, which diagnosed (CYTO) and purulent vaginal discharge (PVD), respectively. Cows were classified into healthy (n = 10), PVD (n = 8) and CYTO (n = 9) groups.

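Both comparisons share the 10 cows which remained healthy, and limma called no gene in either. Several inflammatory genes had higher mean levels in both disease groups. CD274, which encodes the checkpoint ligand PD-L1, was at 12.3 ± 18.2 CPM (SD, n = 10) in healthy cows, 236 ± 502 CPM (SD, n = 8) in PVD and 121 ± 147 CPM (SD, n = 9) in CYTO. This gave log2 fold changes of 2.76 in PVD (7 of 8 cows, adjusted p = 0.195) and 2.41 in CYTO (7 of 9 cows, adjusted p = 0.986). PLAU, the urokinase that activates plasminogen, had 2.87 in PVD (8 of 8 cows) and 1.60 in CYTO (8 of 9 cows). DRC1, a part of the ciliary axoneme, was at 32.8 ± 53 CPM in healthy cows, 0.829 ± 0.437 in PVD and 11.3 ± 26.5 in CYTO. Across 10454 genes, which are not independent replicates, the fold changes of PVD and CYTO had r = 0.728, a covariance of 0.229 and the same sign in 65.2%. In 100 regroupings with no real difference r had a median of 0.48 (2.5% tails at -0.229 and 0.841) and was as high in 15, whereas the covariance had a mean of 0.067 and was as far from it in 1. With the healthy cows split between the comparisons the mean r was 0.332.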

**Figure 3:**
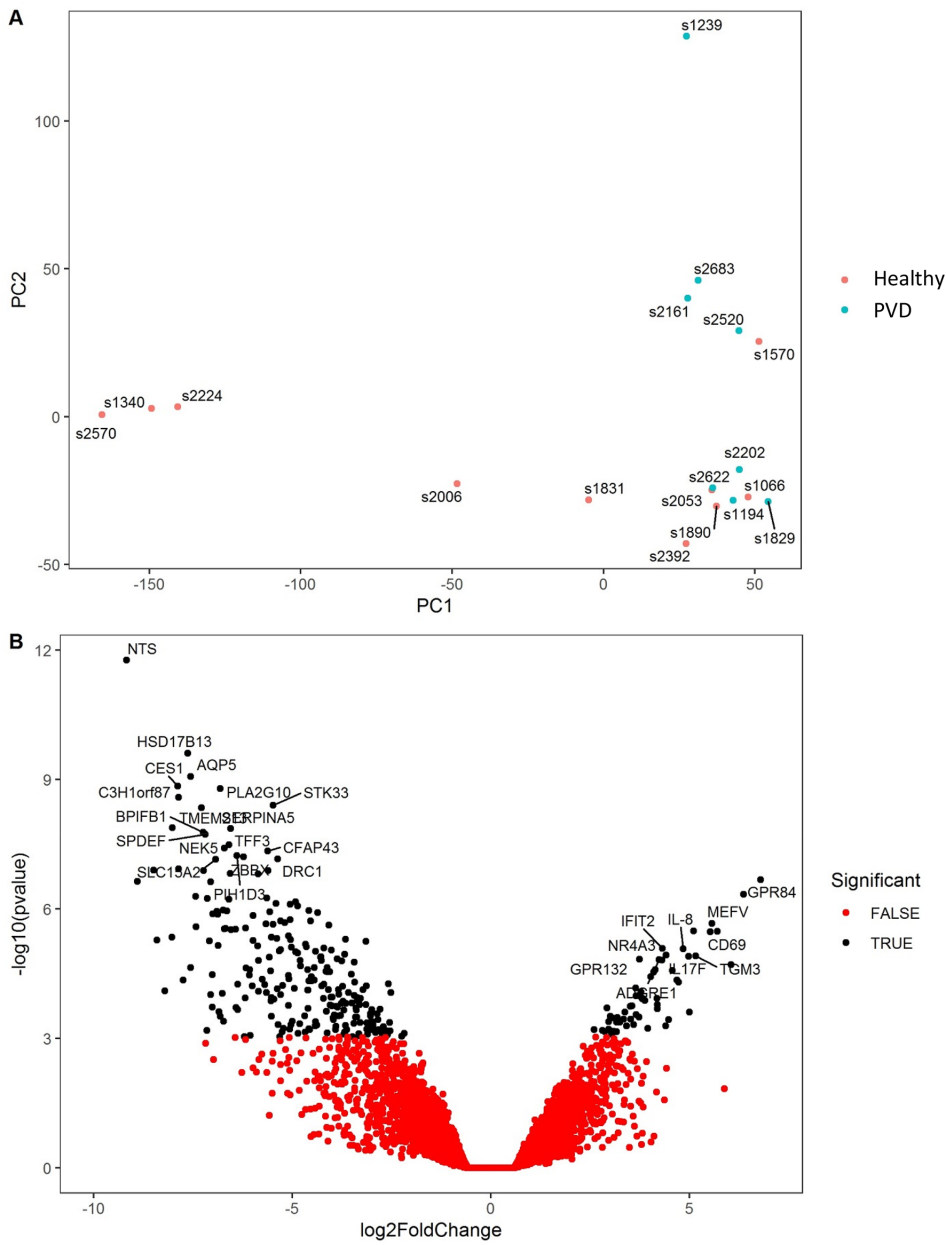
Differentially expressed genes in the endometrium at 7 DPP in cows that developed PVD (n = 8) relative to cows that remained healthy (n = 10). (**A**) PCA plot shows distribution of RNA-seq samples, where colours indicate the two groups and numbers refer to specific cow IDs (as detailed in Supplementary Table S1). (**B**) Gene expression data is presented as a volcano plot using log values of the fold change and *p* value. Each data point represents a single gene, with those in black representing genes that survived the cut off thresholds of adjusted *p* < 0.05 and FC > 1. The 100 most significant differentially expressed genes are labelled, where gene names are available.

Fold changes of the genes which were increased in healthy cows compared to those which developed PVD varied from 4.5 to 577 fold. A full list of DEG is available in Supplementary Table S3. The ten most significant DEG are also shown in Table 1. 

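Neurotensin (NTS, ENSBTAG00000005305) is a secreted peptide, and its transcript was at 1466 ± 2772 CPM (SD, n = 10) in cows which remained healthy and 2.75 ± 2.29 CPM (SD, n = 8) in cows which developed PVD. The high values came from healthy cows without physiological inflammation, which had 8.14, 65.3, 1436, 5332 and 7754 CPM. The healthy cows with physiological inflammation had 0.815 to 50.7 CPM and the cows which developed PVD 0.248 to 7.78 CPM. The log2 fold change was -4.02 (standard error 1.54, adjusted p = 0.198), lower in 8 of 8 cows which developed PVD, and -9.18 by DESeq2. Other genes that the paper lists among its most significant for PVD also had lower mean levels in these cows. HSD17B13, an enzyme of steroid and lipid metabolism, went from 82.8 ± 144 CPM in healthy cows to 0.43 ± 0.476 in PVD, CES1, a carboxylesterase, from 95 ± 156 to 0.424 ± 0.57, and PLA2G10, a secreted phospholipase, from 20.8 ± 31.8 to 0.179 ± 0.0577. TMEM213, a membrane protein of epithelium, went from 525.6 ± 817 to 3.48 ± 4.88 CPM, and C3H1orf87, a gene of unknown function, from 61.2 ± 97.46 to 0.275 ± 0.39 CPM. The limma log2 fold changes of these 5 genes were between -3.51 and -2.30, with adjusted p values of 0.197 to 0.204, and DESeq2 gave -7.91 to -6.84. All 8 cows which developed PVD were below the mean of the healthy cows for each of them. limma called none of them.

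**Figure D1:**
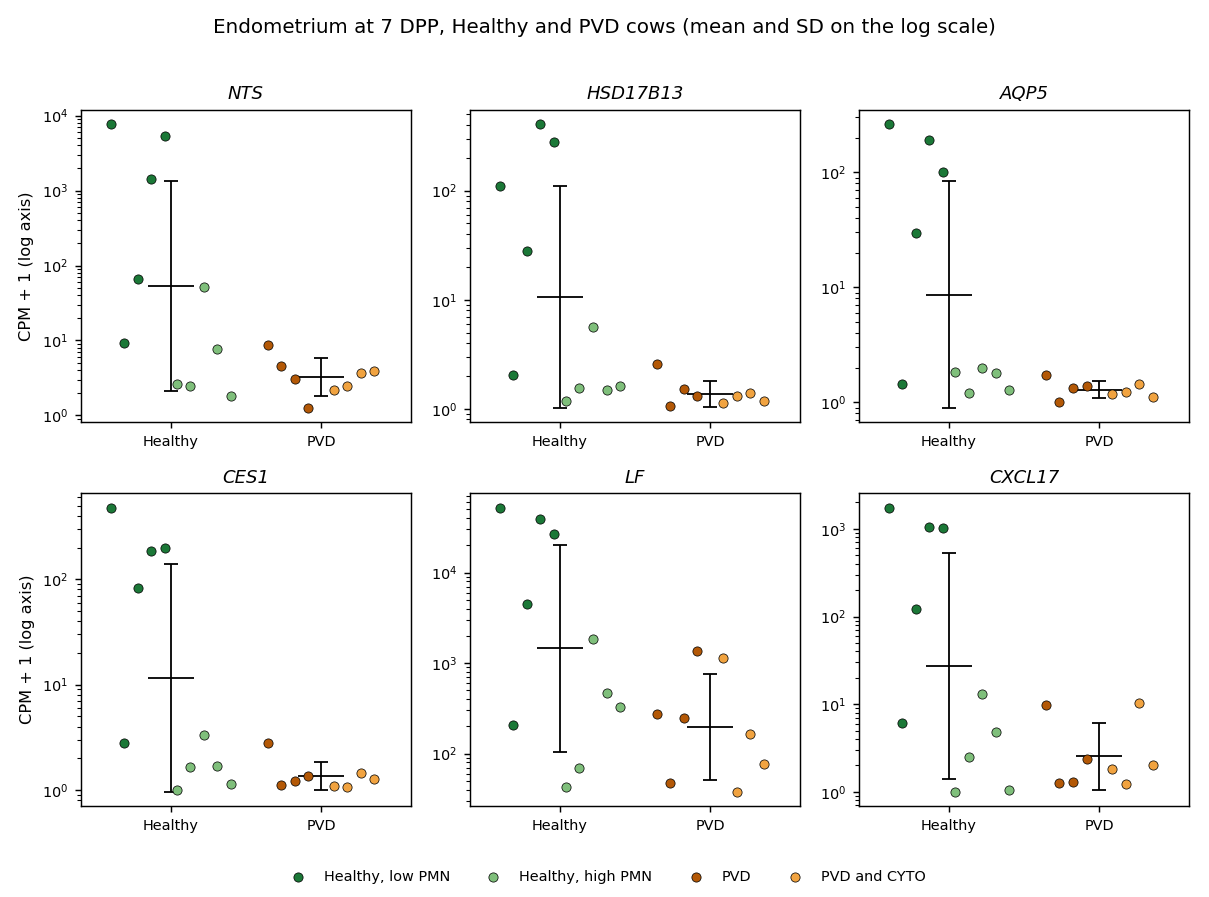
CPM + 1 on a log axis of NTS, HSD17B13, AQP5, CES1, LF and CXCL17 for cows which remained healthy (n = 10) and cows which developed PVD (n = 8); each point is a cow, and bars give the mean and SD on the log scale. For NTS, 3 healthy cows lie between 1436 and 7754 CPM and every cow which developed PVD lies at or below 7.78 CPM.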

The gene with the largest fold change was Neurotensin (*NTS*), which is involved in regulation of the migratory and inflammatory response of macrophages^18^. Multiple members of the same gene family which are also differentially expressed in this dataset are connected to metabolism, cellular enzyme activity and motility. These include the acyl-CoA synthetase medium-chain family member (*ACSM1* and *ACSM3* increased by 16 and 30 fold, respectively); Anterior gradient, protein disulphide isomerase family members *AGR2* and *AGR3* which are involved in steroid metabolism (26 and 29 fold, respectively); Adenylate Kinase genes, *AK7* and *AK9*^19^; Aquaporins (*AQP4*, *AQP5* and *AQP6*) involved in water regulation, were highly increased by over 100 fold in healthy cows. 

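Of these families, 7 genes are in the deposited tables and all had lower mean levels in cows which developed PVD (median log2 fold change -2.16); 3 had an adjusted p under 0.05 when adjusted over the list alone, which is not independent evidence because the paper chose the genes on these samples. ACSM1 and ACSM3 activate medium-chain fatty acids. ACSM3 (ENSBTAG00000006447) was at 63.7 ± 113 CPM (SD, n = 10) in healthy cows and 2.02 ± 1.31 CPM (SD, n = 8) in PVD, a log2 fold change of -2.16 (standard error 0.98, adjusted p = 0.219) by limma and -4.96 by DESeq2, and ACSM1 went from 9.71 ± 14.1 to 0.56 ± 0.745 CPM. AGR2, which folds mucins in secretory cells, was at 3710 ± 5836 CPM in healthy cows and 110.4 ± 145 CPM in PVD (lower in 7 of 8 cows), and AGR3, its homologue in ciliated cells, at 30.5 ± 50.2 and 0.803 ± 1.24 CPM. The water channel AQP5 went from 58.6 ± 95.4 to 0.3 ± 0.226 CPM and AQP4 from 64.4 ± 106 to 0.674 ± 0.885 CPM. AK7, an adenylate kinase of the axoneme, had a log2 fold change of -1.94 (standard error 0.66, adjusted p = 0.195). Except for AGR2, each of the 7 was below the healthy mean in all 8 cows which developed PVD. The smallest adjusted p of the 7 was 0.195. Their mean log2(CPM + 1) was 1.635 to 7.827 in healthy cows without physiological inflammation and 0.98 to 3.034 in those with it. In the PVD cows, all of them inflamed, it was 0.953 to 2.199.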

Multiple genes encoding coiled-coil domain-containing proteins (*CCDC13*, *CCDC39, CCDC60, CCDC65, CCDC68, CCDC160, CCDC173* and *CCDC190*) involved in structural integrity of cells are also significantly increased in healthy cows. Similarly, seven gene family members of the Cilia And Flagella Associated Proteins are increased (for full list see Supplementary Table S3). 

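Of these genes, CCDC39 and CCDC190 are in the deposited tables. CCDC39 (ENSBTAG00000001969) is a ruler protein that spaces the dynein arms along the axoneme of motile cilia. It was at 13.4 ± 21.9 CPM (SD, n = 10) in healthy cows and 0.299 ± 0.264 CPM (SD, n = 8) in cows which developed PVD, a log2 fold change of -1.92 (standard error 0.78, adjusted p = 0.204) by limma and -5.66 by DESeq2. CCDC190, a less studied gene of ciliated tissues, was at 21.2 ± 31.8 and 1.07 ± 0.808 CPM, a log2 fold change of -2.04 (standard error 0.75, adjusted p = 0.196). Each was lower in all 8 cows which developed PVD. Their mean log2(CPM + 1) was 1.209 to 5.895 in healthy cows without physiological inflammation and 0.256 to 1.89 in those with it. In the PVD cows, all of them inflamed, it was 0.259 to 1.276. Both (median -1.98) had an adjusted p under 0.05 when adjusted over the list alone, which is not independent evidence.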

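The tables hold 4 genes with a cilia and flagella associated protein symbol, taken here after their values were seen, and all had lower mean levels in cows which developed PVD. CFAP126, which helps to place the basal bodies of cilia, was at 14.4 ± 15.8 CPM (SD, n = 10) in healthy cows and 4.94 ± 1.19 CPM (SD, n = 8) in PVD, a log2 fold change of -0.98 (standard error 0.38, adjusted p = 0.199), lower in 8 of 8 cows. CFAP36 had -0.80 (standard error 0.30, adjusted p = 0.197) and CFAP20, a tubule protein found in cilia of all kinds, -0.56 (standard error 0.22, adjusted p = 0.199). Both were lower in all 8 cows. CFAP97 had -0.46 (standard error 0.30, adjusted p = 0.348) and was lower in 5 of 8 cows. All 8 PVD cows but only 5 of the 10 healthy cows were inflamed, which this comparison does not separate.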

From an immune perspective, one of the most highly differentially increased genes is *CXCL17* (significantly increased by 141 fold). 

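The transcript of CXCL17 (ENSBTAG00000018652), a chemokine secreted at mucosal surfaces, was at 396 ± 637 CPM (SD, n = 10) in cows which remained healthy and 2.76 ± 3.91 CPM (SD, n = 8) in cows which developed PVD. It was lower in 8 of 8 cows which developed PVD, with a log2 fold change of -3.42 (standard error 1.44, adjusted p = 0.207) by limma and -7.18 by DESeq2. Among healthy cows it ranged from 5.1 to 1749 CPM in those without physiological inflammation and from 0 to 11.9 CPM in those with it. The values of the PVD cows, all of which were inflamed at 7 DPP, lay in the second range or near it.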

CXCL17 is a major chemotactic factor for macrophages^20^. *CCL28* is significantly upregulated by 17 fold and the CCL28 protein regulates the chemotaxis of cells at several mucosal and epithelial sites, and orchestrates the trafficking and functioning of lymphocytes^21^. The *LF* gene encoding Lactoferrin (also known as lactotransferrin) is significantly increased by 21 fold in cows that do not develop disease. 

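Lactoferrin is an iron-binding protein of glandular secretions and of neutrophil granules. LF (ENSBTAG00000001292) was among the most abundant transcripts in healthy cows, at 12570 ± 19520 CPM (SD, n = 10), and was at 415 ± 520.3 CPM (SD, n = 8) in cows which developed PVD. The log2 fold change was -2.88 (standard error 1.36, adjusted p = 0.232), lower in 8 of 8 cows. In healthy cows it ranged from 41.5 to 1843 CPM with physiological inflammation and, leaving out cow s1890 at 204.9 CPM, from 4503 to 52270 CPM without it.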

Lactoferrin is a first line mediator in immune defence and response to pathogenic and non-pathogenic injury, as well as a molecule critical for control of oxidative cell function^22^.

**Table 1:** The 10 most significantly differentially expressed genes at 7 DPP in cows that developed PVD. Fold change values represent the change in gene expression in cows which subsequently develop PVD relative to cows which remain healthy. FC = absolute fold change; Adj *p* value—adjusted *p* value. Full gene list is shown in Supplementary file.

Gene symbol	Ensembl ID	Gene name	Function	FC	Adj *p* value
*NTS*	ENSBTAG00000005305	Neurotensin	Involved in smooth muscle contraction and regulation of fat metabolism. Also demonstrates antimicrobial activity	− 577	2.75E−08
*HSD17B13*	ENSBTAG00000031679	Hydroxysteroid 17-Beta Dehydrogenase 13	Involved in lipoprotein metabolism	− 199	1.98E−06
*AQP5*	ENSBTAG00000026813	Aquaporin 5	Water channel protein in the cell membrane. Important role in fluid secretion. Also involved in stabilization and expansion of the E-cadherin adherens junction pathway	− 189	4.56E−06
*CES1*	ENSBTAG00000011021	Carboxylesterase 1	Detoxification of xenobiotics. Possible role in fatty acyl and cholesterol ester metabolism	− 237	5.20E−06
*PLA2G10*	ENSBTAG00000021522	Phospholipase A2 Group X	Calcium-dependent enzyme that hydrolyses phospholipids into fatty acids and other lipophilic molecules. Involved in production of prostaglandins	− 113	5.20E−06
*C3H1orf87*	ENSBTAG00000009481	Chromosome 1 Open Reading Frame 87	Gene Ontology (GO) annotations related to this gene include calcium ion binding	− 233	7.00E−06
*SERPINB4*	ENSBTAG00000039037	Serpin Family B Member 4	Serine protease inhibitor. Possible role in modulation of the host immune response against tumour cells	167	8.61E−06
*TMEM213*	ENSBTAG00000001527	Transmembrane Protein 213	No data currently available	− 156	8.61E−06
*STK33*	ENSBTAG00000011910	Serine/Threonine Kinase 33	Gene Ontology (GO) annotations related to this gene include transferase activity, transferring phosphorus-containing groups and protein tyrosine kinase activity	− 45	8.61E−06
*SERPINA5*	ENSBTAG00000004063	Serpin Family A Member 5	Serine protease inhibitor. Functions as a procoagulant and proinflammatory factor by inhibiting the anticoagulant activated protein C factor	− 94	2.00E−05

Of the 61 significantly upregulated genes in cows which subsequently developed PVD, fold change varied from 6 to 167 fold differential expression. 

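SERPINB4 (ENSBTAG00000039037), a protease inhibitor of stratified and inflamed epithelium, was at 3.22 ± 4.23 CPM (SD, n = 10) in cows which remained healthy and 905 ± 1794 CPM (SD, n = 8) in cows which developed PVD. The high mean came from part of the group: the value was above the healthy mean in 5 of 8 cows. The log2 fold change was 3.13 (standard error 1.32, adjusted p = 0.207) by limma and 7.34 by DESeq2. TGM3, a transglutaminase of the same kind of epithelium, went from 61.6 ± 96.5 to 2744 ± 5083 CPM and was higher in 7 of 8 cows (3.17, adjusted p = 0.202). Over the 9 tested genes of squamous epithelium, 5 were higher and 4 lower (median 0.64).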

The most significantly enhanced gene was *SERPINB4*, a member of the serpin family of serine protease inhibitors, which are known to play very important roles in uterine function^23^. *SERPINB4* specifically has a recognised role in early inflammation and epithelial barrier dysfunction^24^ and the direction of change is in contrast to another member of the same family, *SERPINA5* which is significantly reduced in expression by a more 94 fold (Table 1). 

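NLRP12 (ENSBTAG00000038149) is a cytosolic sensor of granulocytes that dampens NF-kB signalling. Its transcript was at 1.02 ± 2.08 CPM (SD, n = 10) in healthy cows and 14.1 ± 23.9 CPM (SD, n = 8) in cows which developed PVD, above the healthy mean in 5 of 8 cows. The log2 fold change was 1.62 (standard error 0.75, adjusted p = 0.227) by limma, where the added 1 CPM weighs on a healthy mean of this size, and 4.15 by DESeq2. NLRC4, a sensor of flagellin, went from 7.34 ± 6.12 to 26.6 ± 22.4 CPM and was higher in 8 of 8 cows (1.89, adjusted p = 0.195).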

The *NLRP12* gene which encodes the NACHT, LRR and PYD domains-containing protein 12 is upregulated by 18 fold in cows which subsequently develop PVD. These cytoplasmic proteins are involved in pathogen detection and immune response activation. As might be expected in the case of clinical disease, many immune genes are significantly increased which includes the potent IL-1 family members Interleukin 1A and Interleukin 1B (24 and 26 fold, respectively) and the inflammatory protein IL17F (31 fold). 

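The genes of the IL-1 family and the inflammasome had higher mean levels in cows which developed PVD in 13 of 15 cases (median log2 fold change 1.62; 3 adjusted over the list alone; adjusted p = 0.191 with an estimated correlation). IL1A (ENSBTAG00000010349) and IL1B (ENSBTAG00000001321) encode the main agonists of the IL-1 receptor. IL1A was at 21.2 ± 37.2 CPM (SD, n = 10) in healthy cows and 880.1 ± 1879 CPM (SD, n = 8) in PVD, a log2 fold change of 3.14 (standard error 1.19, adjusted p = 0.197), and IL1B at 119 ± 223 and 3636 ± 7087 CPM, a log2 fold change of 3.25 (standard error 1.29, adjusted p = 0.203). Each was above the healthy mean in 6 of 8 cows which developed PVD, and without cow s1239 the log2 fold changes were 2.28 for IL1A (adjusted p = 0.295) and 2.41 for IL1B (adjusted p = 0.303). As limma folds, IL1A and IL1B had 8.8 and 9.52 with all cows and 4.84 and 5.31 without cow s1239. Without cow s2683, which had PVD alone, they had 5.86 and 6. IL1RN, the natural antagonist of that receptor, was at 963 ± 1820 CPM in healthy cows and 6761 ± 9353 CPM in PVD, a log2 fold change of 3.41 (standard error 1.00, adjusted p = 0.195), higher in 8 of 8 cows.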

The *IL12B* gene which encodes a subunit of interleukin 12 that acts on T and natural killer cells and has a broad array of biological activities is increased in expression by 15 fold. *IL9* is increased by 32 fold and the inflammatory chemokine *CXCL8* is similarly increased by 29 fold.

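IL9 (ENSBTAG00000018290), a cytokine of T cells and mast cells, was near 1 CPM in healthy cows (0.804 ± 1.69 CPM, SD, n = 10) and at 13.3 ± 23.2 CPM (SD, n = 8) in cows which developed PVD, above the healthy mean in 4 of 8 cows. Its log2 fold change was 1.40 (standard error 0.81, adjusted p = 0.306) by limma and 4.95 by DESeq2. CXCL8, listed as IL-8 in the tables (ENSBTAG00000019716), attracts neutrophils and was at 318 ± 635 CPM in healthy cows and 6649 ± 10760 CPM in PVD, a log2 fold change of 3.76 (standard error 1.24, adjusted p = 0.195), higher in 8 of 8 cows. Without cow s1239 its log2 fold change was 3.11 (adjusted p = 0.295), and against the 5 inflamed healthy cows alone 2.44 (adjusted p = 0.806). Its limma fold was 13.6 with all cows, 8.65 without cow s1239 and 8.96 without cow s2683.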

The top biological process identified by GO for this comparison was cilium movement. 

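Motile cilia on endometrial epithelium move fluid along the uterine surface. All 11 tested genes of motile cilia had lower mean levels in cows which developed PVD (median log2 fold change -1.59), and 7 had an adjusted p under 0.05 when adjusted over the list alone. LRRC6, needed to assemble dynein arms, was at 13.2 ± 15.3 CPM (SD, n = 10) in healthy cows and 1.47 ± 0.739 CPM (SD, n = 8) in PVD, a log2 fold change of -1.83 (standard error 0.56, adjusted p = 0.195), lower in 8 of 8 cows. TPPP3, a microtubule protein of ciliated cells, was at 60.0 ± 99.2 and 11.9 ± 10.2 CPM, a log2 fold change of -1.67 (standard error 0.59, adjusted p = 0.195), lower in 7 of 8 cows. The list passed at the preset correlation and had an adjusted p = 0.264 with an estimated correlation. Its mean log2(CPM + 1) was 2.575 to 6.125 in healthy cows without physiological inflammation and 1.733 to 2.974 in those with it. In the PVD cows, all of them inflamed, it was 1.101 to 2.33. The high values thus came from cows without inflammation. From the genes lower in cows which developed PVD, with cilium movement as the top process, the paper proposes that the normal involution of the uterus is arrested in these cows and gives way to an immune response.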

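Cytokine and chemokine genes had higher mean levels in cows which developed PVD in 8 of 10 and 14 of 17 cases, with median log2 fold changes of 1.38 and 1.20. Cow s1239 stood apart in the cytokine genes from the other 3 cows with PVD and CYTO (mean log2(CPM + 1) 6.093, the next 2.938). Without it the medians were 1.04 for both lists, and OSM had 2.16 (adjusted p = 0.295). Cow s2683, with PVD alone, had 4.629 in the cytokine genes. The remaining PVD cows had 2.216 to 3.592 there, and the inflamed healthy cows 1.901 to 3.875. OSM, oncostatin M from neutrophils and macrophages, was at 5.76 ± 11.2 CPM (SD, n = 10) in healthy cows and 291 ± 736 CPM (SD, n = 8) in PVD, a log2 fold change of 3.05 (standard error 1.05, adjusted p = 0.195), higher in 8 of 8 cows. CSF1, the growth factor of macrophages, was at 75 ± 126 and 285 ± 378 CPM, a log2 fold change of 2.74 (standard error 0.98, adjusted p = 0.195). CCL8, a chemokine for monocytes, went from 17.6 ± 27.5 to 33.9 ± 12.9 CPM and CCL5, a chemokine for T cells, from 17 ± 22.7 to 89.9 ± 113 CPM, higher in 8 of 8 and 7 of 8 cows. Genes of the interferon response were higher in 21 of 22 cases (median 0.85), among them RSAD2, an antiviral enzyme, at 46.9 ± 76.7 and 204 ± 297 CPM. With an estimated correlation the adjusted p was 0.191 for cytokines, 0.191 for chemokines and 0.228 for the interferon response.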

The top GO molecular function identified as enriched in this dataset was cytokine receptor binding, reflecting the differential expression of immune genes and which is supported by the KEGG analysis identifying cytokine-cytokine receptor interaction (data not shown).

In contrast to comparing the transcriptome of cows which remained healthy against those which developed PVD, the gene expression differences between healthy cows and cows that subsequently develop CYTO only is less clear. 

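limma called no gene between cows which developed CYTO and cows which remained healthy. Inflammatory genes had somewhat higher mean levels before CYTO. All 20 genes of the NF-kB response (median log2 fold change 1.00), all 15 of the IL-1 family and inflammasome (1.24) and all 19 neutrophil genes (1.21) were higher, as were all 21 stromal genes (1.46) and all 17 genes of macrophages (1.40). 18 of 19 glandular genes were lower (-1.17). Cow s1183 stood apart from the other CYTO cows, lowest in stroma and highest in glands, and cow s1890 lay the other way among the healthy cows without inflammation: the medians of stroma, macrophages and glands were 1.88, 1.67 and -1.78 without cow s1183 and 1.71, 1.62 and -1.48 without cow s1890. In edgeR, which scales by TMM, the medians were 1.20 for the NF-kB response, 1.55 for the IL-1 family, 0.92 for neutrophils, 0.29 for stroma, 0.12 for macrophages and -1.82 for glands. GBP5, an interferon-induced GTPase, was at 10.3 ± 7.88 CPM (SD, n = 10) in healthy cows and 35.8 ± 22.3 CPM (SD, n = 9) in CYTO, a log2 fold change of 1.75 (standard error 0.45, adjusted p = 0.986), higher in 8 of 9 cows. IL6, a cytokine of the acute phase, had 1.76 and IL23A, a subunit of interleukin 23, 0.64, each higher in 8 of 9 cows. Of 10462 genes limma called 0 (216 had an unadjusted p under 0.05, fewer than the 523 of chance; smallest adjusted p = 0.986), edgeR called 0, DESeq2's Wald test 23 and its test against 1.5-fold called 4. camera called 19 of 31 lists at the preset correlation and 0 with an estimated correlation, where adjusted p = 0.279 for the NF-kB response and adjusted p = 0.316 for stroma.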

In fact, only 3 genes were identified as significantly differentially expressed (with an adjusted *p* value < 0.05) at 7 DPP (Fig. 2) [full list of DEG in Supplementary Table S3]. Two of these genes were significantly increased in cows which developed CYTO (*LRRN4* and a *Cystatin-9-like* gene) about which little is currently known. 

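In cows which developed CYTO, NTS was at 124 ± 349 CPM (SD, n = 9), below the mean of healthy cows in 8 of 9. The CYTO mean came from cow s1183 at 1053 CPM, while the other cows without physiological inflammation had 1.66 to 43.6 CPM. Against the healthy cows the log2 fold change was -2.72 (standard error 1.71, adjusted p = 0.986) by limma. DESeq2 gave -6.68 (adjusted p = 0.0118 against 1.5-fold).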

The remaining DE gene, Neurotensin (*NTS*), was expressed at a significantly higher level in healthy cows by 105-fold. This gene is involved in the regulation of luteinizing hormone and prolactin release as well as in the inflammatory response of macrophages^18^.

### Comparison B: Physiological inflammation in some healthy cows at 7 DPP obscures detection of inflammatory gene expression profile associated with CYTO

Most cows in this study (78%) had a high level of inflammation (≥ 18% PMN) at 7 DPP (Supplementary Table S1) however a subset of cows (22%) did not exhibit inflammation at this stage. These cows may have avoided early bacterial influx or could potentially have taken longer to develop inflammation and disease. The full list of PMN% for each cow can be found in Supplementary Table S1. The range in PMN% at 7 DPP in cows that remained healthy was 0–66%; whereas in the cows that subsequently developed CYTO it was 0–89%.

Therefore, in order to identify DEG that differentiate between cows with physiological inflammation (but remained healthy) and those which subsequently developed CYTO, we excluded cows without inflammation (< 18% PMN) at 7 DPP from this comparison. Comparing cows with physiological inflammation at 7 DPP (i.e. ≥ 18% PMN at 7 DPP) but remained healthy versus those with similar inflammation at 7 DPP but subsequently developed CYTO identified a larger panel of 50 DEG (adjusted *p* value < 0.05). This is reflected in both the PCA plot and volcano plot (Fig. 4A,B). 

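Among cows inflamed at 7 DPP (18% PMN or more), those which developed CYTO had higher mean levels of genes of the NF-kB response and of the IL-1 family and inflammasome. Of 10432 genes limma called 43, all higher in the 4 cows which developed CYTO than in the 5 which remained healthy. In all 43, every cow which developed CYTO lay above every cow which remained healthy. The 43 were selected on these same cows, so this separation is not further evidence. Of all genes 147 were so separated, where chance gives a share of 0.794%, or 83 genes. Genes are not independent replicates, and no spread of the 83 was estimated. The lists moved with them. All 20 genes of the NF-kB response were higher (median log2 fold change 1.71, 7 called, 16 adjusted over the list alone, adjusted p = 0.00675 with an estimated correlation). All 15 genes of the IL-1 family and inflammasome were higher (1.98, 4 called, 10 adjusted over the list alone, adjusted p = 0.00697). Of 30 lists, 16 passed at the preset correlation and 9 with an estimated correlation. Of 20 neutrophil genes 18 were higher (median 1.43), a list that passed at the preset correlation but not with an estimated one (adjusted p = 0.0966). The list of squamous epithelium passed with an estimated correlation (7 of 9 higher, median 0.71, adjusted p = 0.0388). CSF3R, the receptor of G-CSF, was at 15 ± 18.2 CPM in healthy cows and 203 ± 99.4 CPM in CYTO and was called, whereas S100A9, an abundant neutrophil protein, was at 144 ± 165 and 591 ± 47.2 CPM and was called (3.39) without cow s1570 but not with all cows (adjusted p = 0.248). edgeR called 14 genes, all among the 43, and DESeq2's Wald test 129, which held all 43. The number rested on single cows: limma called 2 without cow s2039, 3 without s2064, 10 without s1066 and 10 without s2184, 15 without s2053 and 15 without s2392, 16 without s1831, 42 without s1944 and 142 without s1570. With all 27 cows in 1 fit it called 0. With the PMN% of each cow as a covariate it also called 0, while the 43 genes had a median log2 fold change of 3.175 (3.06 without the covariate), all 43 with an unadjusted p under 0.05, and their median standard error rose from 0.44 to 0.61. As the 43 were selected on these cows, these values are not independent evidence. Having left out the cows without inflammation, the paper concludes that accounting for it resolves the immune changes that precede disease.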

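On the first principal component (38.6% of the variance) the 4 cows which developed CYTO lay close together, from -1.64 to 30, inside the range of the 5 cows with physiological inflammation which remained healthy, -67.6 to 60.6. Of the healthy cows, cow s1570 lay at 60.6 and cow s1831 at -67.6. The means were -13.3 ± 50 (SD, n = 5) and 16.6 ± 13.3 (SD, n = 4), with p = 0.286 in an exact two-sided permutation test over 126 splits, where 0.00794 is the smallest possible. Over the 500 genes with the largest variance the difference had p = 0.0556 by the same exact permutation test.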

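The genes that limma called higher include receptors and GTPases of leukocytes. GPR84 (ENSBTAG00000015592), a receptor for medium-chain fatty acids induced by bacterial products, was at 1.39 ± 1.84 CPM (SD, n = 5) in cows which remained healthy and 111 ± 89.1 CPM (SD, n = 4) in cows which developed CYTO, a log2 fold change of 5.44 (standard error 0.60, adjusted p = 0.00885). MCEMP1 (ENSBTAG00000004714), a membrane protein of mast cells and neutrophils, was at 1.07 ± 0.581 and 24.5 ± 8.8 CPM, a log2 fold change of 3.61 (standard error 0.34, adjusted p = 0.0038). FFAR2, a receptor for short-chain fatty acids on neutrophils, was at 1 ± 1.27 and 36.3 ± 22 CPM (4.19), and RHOH, a GTPase of blood cells, at 6.61 ± 6.86 and 132 ± 39.3 CPM (4.44). RND1, a GTPase that loosens the cytoskeleton, was at 5.54 ± 2.54 and 36.9 ± 11.6 CPM (2.57). AHSG, the carrier protein fetuin A, was at 0.602 ± 0.446 and 8.12 ± 3.5 CPM (2.46), and SLAMF1, a receptor of activated lymphocytes and macrophages, at 1.56 ± 0.721 and 15.48 ± 7.82 CPM (2.61). TGM3 was at 75 ± 116 and 2031 ± 1676 CPM (5.57). Each was higher in 4 of 4 cows. No gene was called lower; of the genes with an unadjusted p under 0.05, 411 were higher and 93 lower, and DESeq2's Wald test called 128 higher and 1 lower. MCEMP1 was called without any single cow. FFAR2 was not called without cow s2039, GPR84, RHOH and RND1 without s2039 or s2064, SLAMF1 without s1066, s1831, s2053, s2392, s2039 or s2064, and AHSG and TGM3 without any cow but s1570.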

Despite the inflammatory status of all these cows to begin with, expression levels of all 50 genes were significantly enhanced in cows which developed CYTO (full list of DEG in Supplementary Table S3). The top 10 genes by fold change are shown in Table 2. The cows that developed CYTO showed additional clear activation of immune genes, and *CSF3* (Colony Stimulating Factor 3) was increased by 137 fold compared to healthy controls. 

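CSF3 encodes G-CSF, the growth factor that drives the production and release of neutrophils. CSF3 (ENSBTAG00000021462) was at 0.193 ± 0.308 CPM (SD, n = 5) in cows which remained healthy and 25.8 ± 12.3 CPM (SD, n = 4) in cows which developed CYTO. The healthy cows had 0 to 0.739 CPM and the CYTO cows 16.8 to 43.9 CPM. Its log2 fold change was 4.43 (standard error 0.35, adjusted p = 0.00155), the smallest adjusted p of all genes, and 7.13 by DESeq2. It was called without any single healthy cow; without any of the 4 CYTO cows it fell below the filter and was not tested. Among chemokines that attract neutrophils, limma called CXCL1 and CXCL3 but not CXCL8. CXCL1, listed as GRO1 (ENSBTAG00000037558), was at 23.9 ± 28.2 and 629.8 ± 316 CPM (5.23 (standard error 0.73, adjusted p = 0.0171)). CXCL3 was at 10.7 ± 10.0 and 122 ± 33.6 CPM (3.71 (standard error 0.49, adjusted p = 0.0171)), and each was higher in 4 of 4 cows. CXCL3 was not called without cow s2039, s2064 or s2184, and GRO1 without s1066, s2053, s2392, s2039, s2064 or s2184. The IL-17 axis with the colony stimulating factors was higher in 8 of 9 genes (median 1.48, adjusted p = 0.00675 with an estimated correlation) and chemokines in 12 of 17 (0.86, adjusted p = 0.0122).

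**Figure D2:**
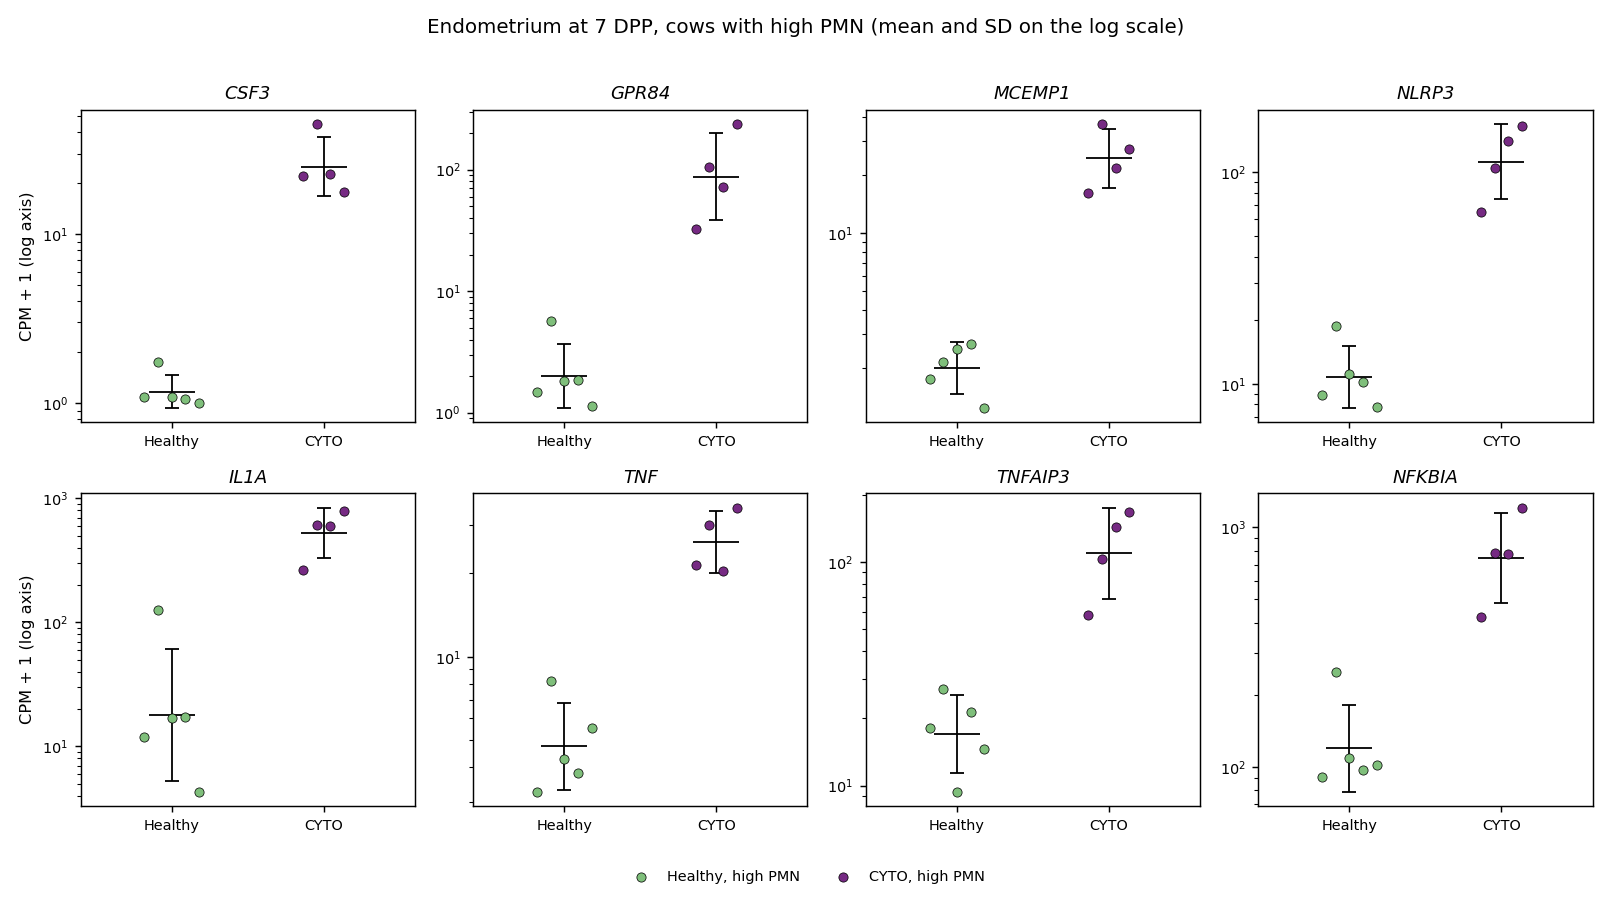
CPM + 1 on a log axis of CSF3, GPR84, MCEMP1, NLRP3, IL1A, TNF, TNFAIP3 and NFKBIA for cows inflamed at 7 DPP which remained healthy (n = 5) or developed CYTO (n = 4). Each point is a cow, and bars give the mean and SD on the log scale. For CSF3 the CYTO cows lie between 16.8 and 43.9 CPM and the healthy cows at or below 0.739 CPM.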

The immune sensor, NLRP3, was increased by 12 fold and the inflammatory cytokines *IL1A* was increased by 16 fold, as was *IL17* (94 fold) and *IL17F* (27 fold). 

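NLRP3 (ENSBTAG00000001273) assembles the inflammasome that matures IL-1. It was at 10.4 ± 4.39 CPM (SD, n = 5) in cows which remained healthy and 118 ± 43.9 CPM (SD, n = 4) in cows which developed CYTO, without overlap (6.76 to 17.9 and 64.2 to 164.7 CPM). Its log2 fold change was 3.38 (standard error 0.33, adjusted p = 0.0038), and it was called without any single cow. IL1A was at 34.1 ± 50.5 CPM in healthy cows and 566 ± 219 CPM in CYTO, a log2 fold change of 4.87 (standard error 0.79, adjusted p = 0.0324), higher in 4 of 4 cows. MEFV, which encodes the inflammasome sensor pyrin, was at 10.51 ± 15.6 and 492 ± 482 CPM (5.72 (standard error 0.85, adjusted p = 0.0239)), and NLRP12 at 1.73 ± 2.88 and 28.6 ± 14.6 CPM (3.77 (standard error 0.57, adjusted p = 0.027)). These 3 genes were not called without any cow but s1570 or s1944. IL17, the gene of IL-17A (ENSBTAG00000002150), was at 0.158 ± 0.156 CPM in healthy cows, a level of a few reads, and at 14 ± 14.3 CPM in CYTO. It was higher in 4 of 4 cows, but limma did not call it (3.01 (standard error 0.71, adjusted p = 0.172)). DESeq2 gave a log2 fold change of 6.57 (adjusted p = 4.08e-06 against 1.5-fold). IL1B, at 175 ± 302 and 2649 ± 1105 CPM, was not called with all cows (5.38 (standard error 1.02, adjusted p = 0.0681)) and was called without cow s1570 (6.28).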

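Other immune genes that the paper names here, among them inhibitors of NF-kB signalling, had higher mean levels in cows which developed CYTO. NFKBIA (ENSBTAG00000016683), the inhibitor that holds NF-kB in the cytosol, was at 128 ± 67.6 CPM (SD, n = 5) in cows which remained healthy and 796 ± 323 CPM (SD, n = 4) in cows which developed CYTO, a log2 fold change of 2.64 (standard error 0.37, adjusted p = 0.0171). TNFAIP3, an enzyme that ends NF-kB signalling, was at 17.1 ± 6.71 and 117 ± 48.2 CPM, a log2 fold change of 2.69 (standard error 0.37, adjusted p = 0.0171). TNF, a main inducer of this pathway, was at 4.02 ± 1.97 and 25.6 ± 6.79 CPM, a log2 fold change of 2.45 (standard error 0.31, adjusted p = 0.0147), and IRF1, an interferon-induced transcription factor, at 84.3 ± 29.6 and 466.3 ± 163 CPM, a log2 fold change of 2.47 (standard error 0.30, adjusted p = 0.0118). CD69, an early activation marker, was at 6.66 ± 9.55 and 236 ± 153 CPM (5.42, adjusted p = 0.0171), CD274 at 19.6 ± 24.1 and 263 ± 97 CPM (4.27, adjusted p = 0.0306) and CCL20, a chemokine for lymphocytes and dendritic cells, at 0.67 ± 0.671 and 21.3 ± 14.8 CPM (3.57, adjusted p = 0.0175). CYP27B1, which makes active vitamin D, was at 8.38 ± 6.52 and 57.9 ± 31.9 CPM (2.73, adjusted p = 0.0319). PTX3, a soluble pattern recognition protein, was at 17.9 ± 15.4 and 225 ± 167 CPM (3.68) and was not called with all cows (adjusted p = 0.0585), but was without cow s1944 (4.16). Each of these genes was higher in 4 of 4 cows. IRF1 was not called without cow s2039 or s2064, TNF without s2039, s2064 or s2184, TNFAIP3 and CCL20 without s1066, s2392, s2039, s2064 or s2184, CD69 without s1066, s1831, s2053, s2039, s2064 or s2184, NFKBIA without any cow but s1570 or s1944, and CD274 and CYP27B1 without any but s1570. Of 13 immune genes that the paper names for CYTO and the tables hold, limma called 11 (median 3.38), which is not independent evidence.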

Other well characterised immune genes were also significantly increased in cows which subsequently develop CYTO including *CD69, CD274, IL12B, CCL20, PTX3, TNFAIP3, CYP27B1, TNF*, *NFKBIA* and *IRF1* (full list of DEG in Supplementary Table S3).

**Figure 4:**
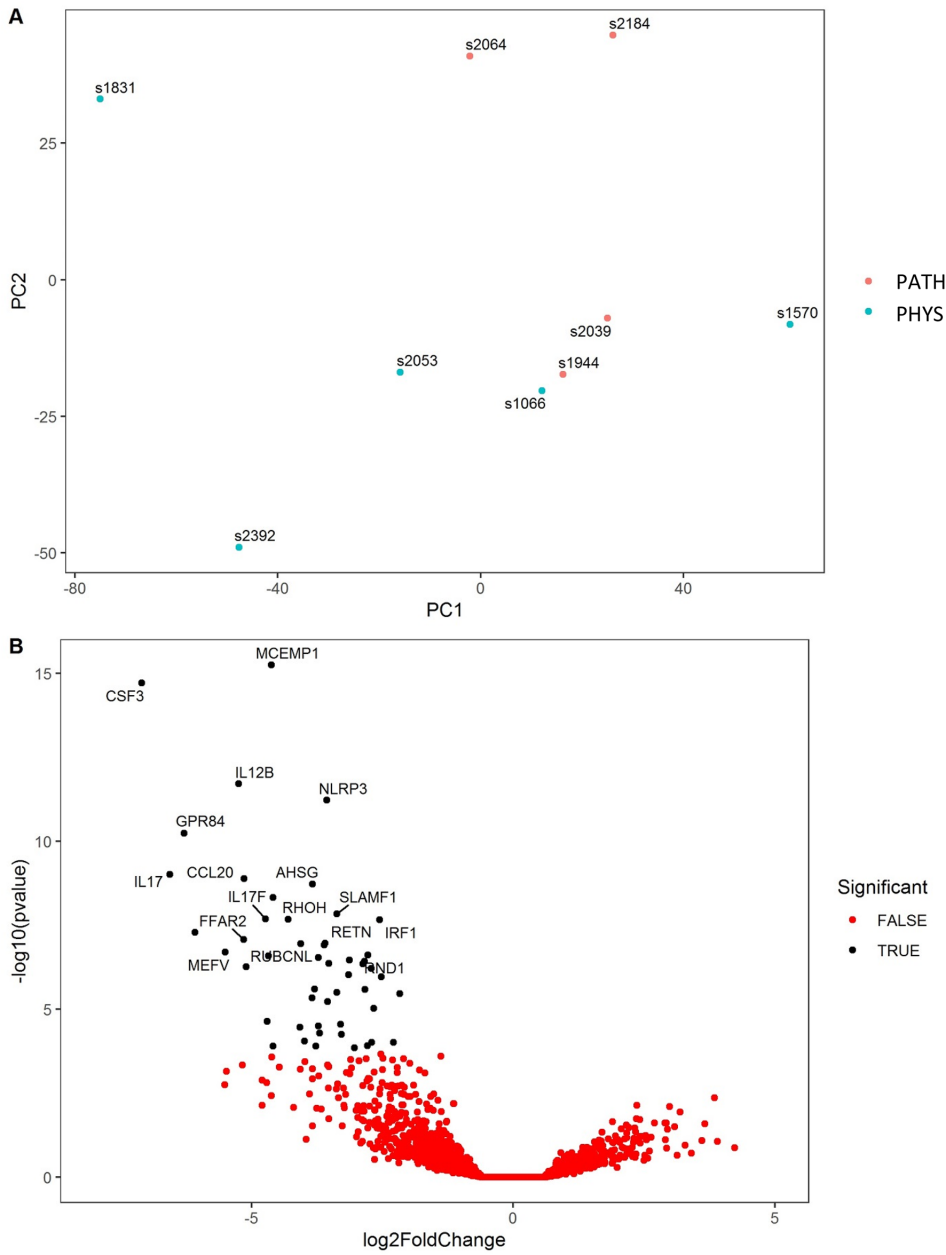
Differentially expressed genes in the endometrium at 7 days postpartum (DPP) in cows with ‘pathological’ inflammation (PATH; ≥ 18% PMN, n = 4) which had developed CYTO by 21 DPP relative to cows with similar levels of inflammation but which remained healthy (PHYS; ≥ 18% PMN, n = 5). A. PCA plot shows distribution of RNA-seq samples, where colours indicate the two groups and numbers refer to specific cow IDs (as detailed in Supplementary Table S1). B. Gene expression data is presented as a volcano plot using log values of the fold change and *p* value. Each data point represents a single gene, with those in black representing genes that survived the cut off thresholds of adjusted *p* < 0.05 and FC > 1. The 20 most significant differentially expressed genes are labelled, where gene names are available.

**Table 2:** The 10 most significant differentially expressed genes at 7 DPP in cows with pathological inflammation relative to cows with physiological inflammation. Physiological inflammation was identified as > 18% PMN at 7 DPP but with resolution (< 18% PMN) by 21 DPP whereas pathological inflammation was identified in cows diagnosed with CYTO at 21 DPP (> 18% PMN). Fold change values represent the change in gene expression in cows with pathological inflammation relative to cows which did not develop pathology. FC = absolute fold change; Adj *p* value—adjusted *p* value. Full gene list is shown in Supplementary file.

Gene symbol	Ensembl ID	Gene name	Function	FC	Adj *p* value
*MCEMP1*	ENSBTAG00000004714	Mast Cell Expressed Membrane Protein 1	Thought to be to be involved in regulating mast cell differentiation or immune responses	25	8.38E−12
*CSF3*	ENSBTAG00000021462	Colony Stimulating Factor 3	A cytokine that controls the production, differentiation, and function of granulocytes	137	1.42E−11
*IL12B*	ENSBTAG00000004741	Interleukin 12B	Cytokine that acts on T cells and NK cells. Forms part of IL-23 which promotes production of pro-inflammatory cytokines and stimulates memory T cells. Enhances lytic activity of activated NK cells	38	9.55E−09
*NLRP3*	ENSBTAG00000001273	NLR Family Pyrin Domain Containing 3	Sensor component of the NLRP3 inflammasome, which is required for caspase-dependent maturation and secretion of IL-1β and IL-18. Upstream activator of NFκB	12	2.21E−08
*GPR84*	ENSBTAG00000015592	G Protein-Coupled Receptor 84	Receptor for medium-chain free fatty acid. Potential important roles in various processes from fatty acid metabolism to regulation of the immune system	78	1.70E−07
*IL17*	ENSBTAG00000002150	Interleukin 17	Proinflammatory cytokine produced by activated T cells. Regulates NFκB activity. High levels associated with several chronic inflammatory diseases	94	2.38E−06
*CCL20*	ENSBTAG00000021326	C–C Motif Chemokine Ligand 20	Chemotactic for lymphocytes, and slightly so for neutrophils	35	2.70E−06
*AHSG*	ENSBTAG00000000522	Alpha 2-HS Glycoprotein	Has opsonic properties, promotes endocytosis and influences the mineral phase of bone	14	3.43E−06
*Unknown*	ENSBTAG00000040580	-	-	24	7.72E−06
*SLAMF1*	ENSBTAG00000007927	Signalling Lymphocytic Activation Molecule Family Member 1	Involved in the regulation and interconnection of the innate and adaptive immune response	10	2.17E−05

### Validation of inflammatory gene expression profile in an independent test set

To evaluate further the reliability of the differential gene expression in an additional and independent panel of endometrial samples, 12 genes were assessed by qPCR in 51 samples at 7 DPP consisting of 12 cows which remained healthy, 13 which subsequently developed CYTO and a further 26 which developed PVD. Eighteen of the cows with PVD also exceeded the diagnostic threshold for CYTO. The 12 genes selected for qPCR analysis were differentially expressed in at least one of the RNA-seq dataset comparisons. 

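In the RNA-seq data, limma called 4 of the 12 genes, NLRP3, IL1A, TNF and CCL20, and only in the comparison of inflamed healthy cows with inflamed cows which developed CYTO. All 12 had a log2 fold change above 0 there in cows which developed CYTO (median 2.93, 10 adjusted over the list alone), which is not independent evidence because the genes were chosen on these samples. TLR4, the receptor of lipopolysaccharide, was at 248 ± 162 CPM (SD, n = 5) in cows which remained healthy and 525.9 ± 118 CPM (SD, n = 4) in cows which developed CYTO (1.23, adjusted p = 0.385), and TLR2, the receptor of bacterial lipoproteins, at 161 ± 148 and 245 ± 79.3 CPM (0.91, adjusted p = 1). S100A8, the partner of S100A9, was at 213 ± 272 and 703 ± 222 CPM, and IL10, an inhibitory cytokine, at 1.95 ± 1.26 and 13.3 ± 7.49 CPM. TLR4 (1.55) and TLR2 (1.34) were called without cow s1570, and IL10 (2.62) without cow s1944. TGFB2, a growth factor of the stroma, was at 79.9 ± 36.9 and 77.7 ± 25.3 CPM, a lower mean with CYTO although its log2 fold change was 0.04. In cows which developed PVD, all 11 of the genes that could be tested had higher means than in healthy cows (1.62, 8 adjusted over the list alone, which again is not independent evidence). TLR2 was at 103 ± 118 and 294 ± 235 CPM (1.61, adjusted p = 0.195, 8 of 8 cows), TLR4 at 197 ± 123 and 682 ± 827 CPM (1.26, adjusted p = 0.196, 7 of 8 cows). IL17 was at or above 1 CPM in 3 of the 18 cows and was not tested in that comparison.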

Despite a significant degree of inter-animal variation within groups, the general trend in differential expression agreed with that uncovered with the RNA-seq where increases in expression of the inflammatory cytokine *IL17* and anti-inflammatory cytokine *IL10* were detected in the cows which subsequently developed disease (Fig. 5). Expression of Toll-like receptor 2 (*TLR2*) was significantly elevated in cows which developed PVD with the co-occurrence of CYTO. *TNFA* was not significantly elevated in CYTO cows but was significantly increased in cows with PVD. The most highly abundant and significantly differentially expressed were the genes encoding IL-1A; IL-1B and CCL20. *IL1A* was significantly increased by an average of 90.5 fold in CYTO cows, 92 fold in PVD cows and by almost 68 fold in cows which developed both PVD and CYTO. *IL1B* was significantly increased in PVD cows by 75 fold on average. *CCL20* was significantly increased by 79 fold in CYTO cows and almost 157 fold in PVD cows (Fig. 5).

**Figure 5:**
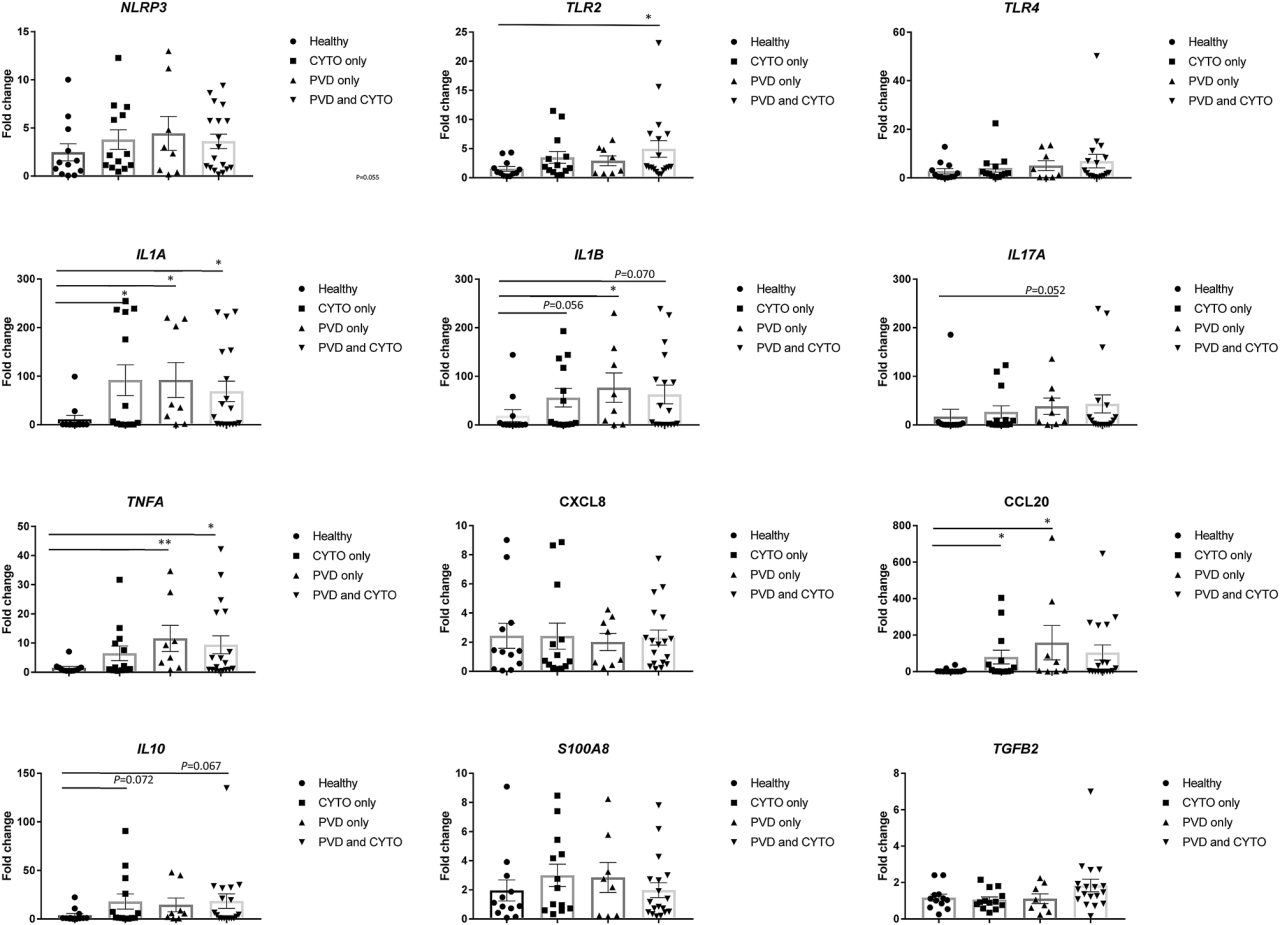
Elevated expression of inflammatory genes 7 days postpartum (DPP) precedes the diagnosis of uterine disease. Quantitative PCR (qPCR) was performed on RNA extracted from endometrial cytobrushes in a validation panel (n = 51) collected at 7 DPP. Disease diagnosis was performed at 21 DPP by cytology and vaginal mucus score, which diagnosed (CYTO) and purulent vaginal discharge (PVD), respectively. Cows were classified into healthy (n = 12), CYTO only (n = 13), PVD only (n = 8) and PVD with CYTO (n = 18) groups. Expression for each of the 12 genes was calculated relative to *RPS15* and *HSP90A1* reference gene expression and fold change is shown relative to the mean of the healthy control group. Bars represent mean ± standard error of the mean (SEM). * p < 0.05.

### Comparison C: The resolution of inflammation and restoration of homeostasis in healthy cows

An interesting consequence of splitting the group of healthy cows (diagnosis based on 21 DPP) into those with and without physiological inflammation at 7 DPP described above was that it identified genes potentially involved in physiological inflammation. Comparing endometrial samples from cows above and below the inflammation threshold of 18% PMN, identified 568 differentially expressed genes. 

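Healthy cows with physiological inflammation had lower mean levels of glandular genes and higher mean levels of stromal and macrophage genes than those without it. With 5 cows in each group, limma called 0 of 10424 genes (smallest adjusted p = 0.111), although 2691 had an unadjusted p under 0.05. edgeR also called 0, DESeq2's Wald test 881 and its test against 1.5-fold called 188, limma with all 27 cows in 1 fit 1377 and limma voom with quality weights 2796. The limma count rested on cow s1890, counted among the cows without inflammation: without it 2156 genes were called, 1510 higher and 646 lower in cows with inflammation, and without any other single cow at most 1. In cow s1890 the glandular genes had a mean log2(CPM + 1) of 3.03, against 8.22 to 10.1 in the other 4 cows without inflammation and 2.08 to 4.85 in those with it. Its stromal genes had a mean of 9.6, against 3.45 to 7.84 and 8.83 to 10.47.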

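On the first principal component (65.4% of the variance) the 5 healthy cows with physiological inflammation lay between 25.7 and 74, and 4 of the 5 without it between -127.1 and -12.1. The remaining cow without inflammation, cow s1890, had a score of 65.7, inside the range of the inflamed cows. The means were -58.2 ± 83 (SD, n = 5) without and 58.2 ± 19.1 (SD, n = 5) with inflammation. The difference had p = 0.0238 in an exact two-sided permutation test over 252 splits, of which 0.00794 is the smallest possible p, and p = 0.0397 over the 500 genes with the largest variance by the same exact permutation test.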

The divergent transcriptomic profile between these groups is evident using PCA and volcano plots (Fig. 6).

**Figure 6:**
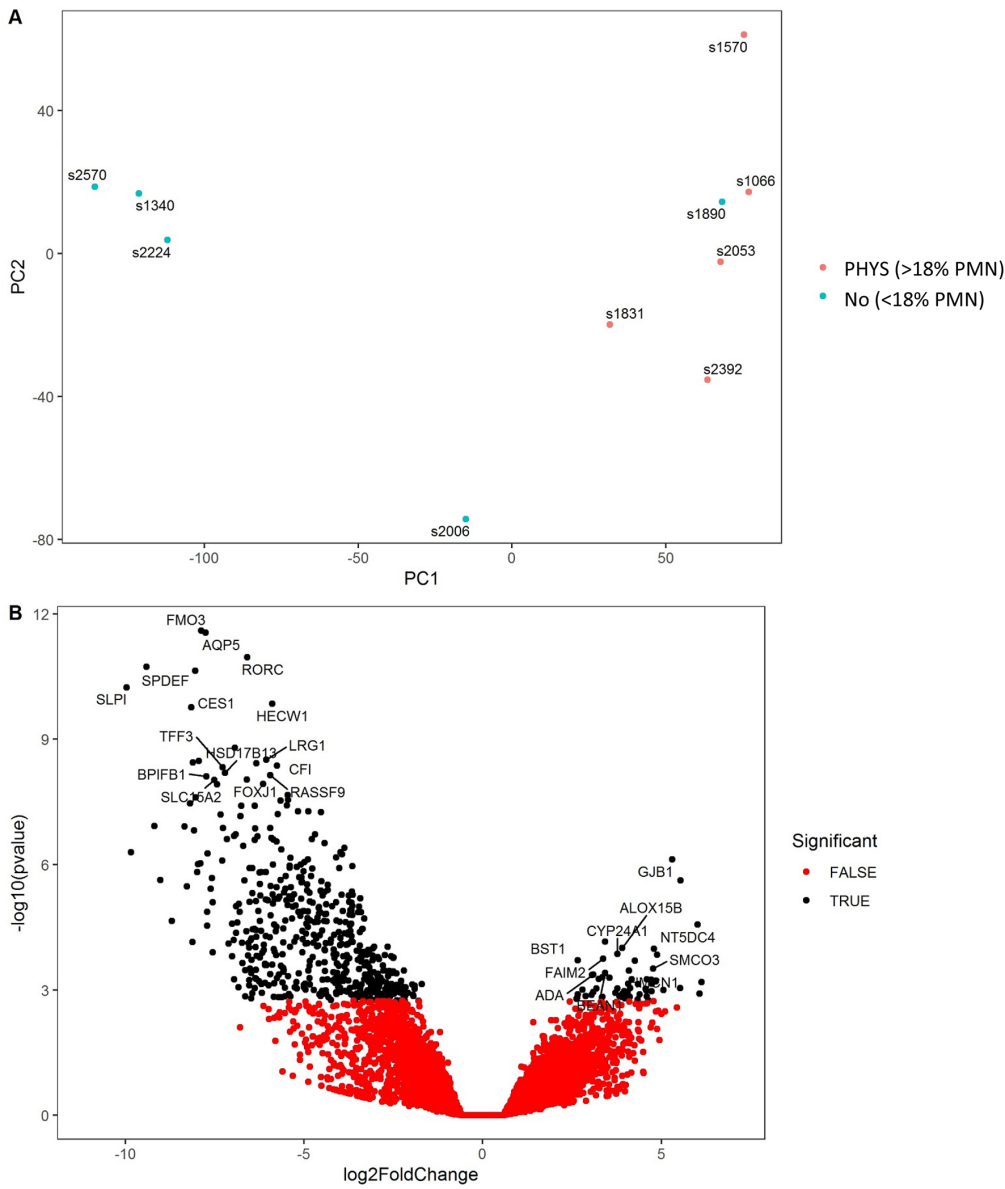
Differentially expressed genes in the endometrium at 7 days postpartum (DPP) in healthy cows with physiological inflammation (n = 5) relative to healthy cows without physiological inflammation (n = 5). (**A**) PCA plot shows distribution of RNA-seq samples, where colours indicate the two groups of cows and numbers refer to specific cow IDs (as detailed in Supplementary Table S1). (**B**) Gene expression data is presented as a volcano plot using log values of the fold change and *p* value. Each data point represents a single gene, with those in black representing genes that survived the cut off thresholds of adjusted *p* < 0.05 and FC > 1. The 30 most significant DEGs are labelled, where gene names are available.

Interestingly, the vast majority of genes (510) display higher expression levels in the low PMN (no physiological inflammation) group at 7 DPP (see full list of DEG in Supplementary Table S3). 

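Genes of glands and cilia had lower mean levels in healthy cows with physiological inflammation than in those without, and genes of stroma, vessels and macrophages higher ones. All 19 tested glandular genes were lower with inflammation (median log2 fold change -4.96, 18 adjusted over the list alone), as were all 11 genes of motile cilia (-2.03, 9 adjusted over the list alone) and 18 of 20 epithelial genes (-1.45, 5). The paper names 10 of the glandular, 2 of the cilia and 3 of the epithelial genes, so these lists are not fully independent evidence. All 21 stromal genes were higher (3.90, 20 adjusted over the list alone), as were all 17 of macrophages and monocytes (4.18, 15), all 9 of endothelium (2.08, 7) and all 10 of smooth muscle (2.53, 8). Neutrophil genes were higher in 18 of 19 cases (1.90, 6). SIGLEC1, a receptor of resident macrophages, was at 5.65 ± 11.9 CPM (SD, n = 5) without and 85.4 ± 73 CPM (SD, n = 5) with inflammation, a log2 fold change of 4.83 (standard error 0.92, adjusted p = 0.111), and COL1A1, a collagen of the stroma, at 254 ± 389 and 2701 ± 3262 CPM, a log2 fold change of 4.16 (standard error 1.08, adjusted p = 0.111), each higher in 5 of 5 cows and called only without cow s1890. Of the genes with an unadjusted p under 0.05 from limma, 954 were higher without inflammation and 1737 higher with it. DESeq2's test against 1.5-fold called 172 higher without and 16 higher with inflammation, but 483 and 863 without cow s1890, and its Wald test 643 and 238. The median over all genes was 0.14, and -0.01 with RLE factors. In edgeR, which scales by TMM, the medians were -6.32 for glands, -2.88 for cilia, -1.97 for epithelium, 1.80 for stroma, 2.56 for macrophages, 1.496 for endothelium, 1.37 for smooth muscle and 2.03 for neutrophils. With an estimated correlation the adjusted p was 0.435 for glands and macrophages and 0.491 for stroma, epithelium and neutrophils. From the higher expression of most genes in cows without inflammation, the paper proposes that tissue repair is active in them.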

Fold changes in expression for genes increased in cows without physiological inflammation varied from 3 to 998 fold, with the highest fold change being secretory leukocyte protease inhibitor *SLPI*, also known as Antileukoproteinase, which protects epithelial tissues from serine proteases^25^. 

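SLPI (ENSBTAG00000004148) inhibits the elastase of neutrophils at mucosal surfaces. It was at 1164 ± 2030 CPM (SD, n = 5) in healthy cows without physiological inflammation and 1.49 ± 1.89 CPM (SD, n = 5) in those with it, a log2 fold change of -6.33 (standard error 1.74, adjusted p = 0.111) by limma and -9.97 by DESeq2. Of the cows without inflammation, 4 had 50.9 to 4769 CPM and cow s1890 had 0.713 CPM, within the 0.128 to 4.19 CPM of the inflamed cows. Other genes that the paper lists among its most significant here also had lower mean levels with inflammation. SPDEF, a transcription factor of secretory cells, was at 120.5 ± 134 without and 0.52 ± 0.502 CPM with inflammation (-4.81), and CES1 at 189 ± 180.3 and 0.774 ± 0.934 CPM (-5.70). AQP5 was at 116 ± 109.9 and 0.632 ± 0.362 CPM (-4.87), and LOC407163 at 11990 ± 18190 and 54.2 ± 54.8 CPM (-5.93). Each was lower in 5 of 5 inflamed cows, and none was called by limma (adjusted p 0.111 to 0.118); without cow s1890 all 4 and SLPI were called.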

The top 10 DEG are shown in Table 3. 

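C4BPA (ENSBTAG00000009876) encodes the binding protein that restrains complement C4b. It was at 1142 ± 1920 CPM (SD, n = 5) in healthy cows without physiological inflammation and 1.75 ± 2.79 CPM (SD, n = 5) in those with it, a log2 fold change of -6.84 (standard error 1.56, adjusted p = 0.111) by limma and -9.47 by DESeq2. Without inflammation 4 cows had 252 to 4558 CPM and cow s1890 had 2.14 CPM; with inflammation the range was 0.0479 to 6.71 CPM. CXCL17 was at 789.6 ± 725 and 3.44 ± 4.98 CPM, a log2 fold change of -6.61 (standard error 1.45, adjusted p = 0.111). Each was lower in 5 of 5 inflamed cows. limma called neither with all cows and both without cow s1890.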

Complement component 4 binding protein alpha (*C4BPA*) and the chemokine CXCL17 were increased by 678 fold and 270 fold respectively in cows without signs of physiological inflammation. The vitamin D binding protein gene (*GC)* was increased by 52 fold and Lactotransferrin (*LF*) by 53 fold (Supplementary Table S3).

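LF was at 24590 ± 22250 CPM (SD, n = 5) in healthy cows without physiological inflammation and 548 ± 745 CPM (SD, n = 5) in those with it, a log2 fold change of -5.18 (standard error 1.55, adjusted p = 0.111), lower in 5 of 5 inflamed cows. CP, the copper carrier ceruloplasmin, another secreted metal-binding protein, was at 802 ± 753 and 22 ± 14 CPM, a log2 fold change of -4.34 (standard error 1.02, adjusted p = 0.111). limma called both without cow s1890 and neither with all cows. The gene of the vitamin D binding protein is not in the deposited tables.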

**Table 3:** The 10 most significantly differentially expressed genes at 7 DPP in cows with and without physiological inflammation. Fold change values represent the change in gene expression in cows with physiological inflammation (defined as > 18% PMN) relative to cows without inflammation (defined as < 18% PMN). FC = absolute fold change; Adj *p* value—adjusted *p* value. Full gene list is shown in Supplementary file.

Gene symbol	Ensembl ID	Gene name	Function	FC	Adj *p* value
*AQP5*	ENSBTAG00000026813	Aquaporin 5	Water channel protein in the cell membrane. Important role in fluid secretion. Also involved in stabilization and expansion of the E-cadherin adherens junction pathway	− 216	2.22E−08
*FMO3*	ENSBTAG00000020597	Flavin Containing Dimethylaniline Monoxygenase 3	Enzyme that catalyses the oxygenation of a wide variety of nitrogen- and sulphur-containing compounds	− 234	2.22E−08
*RORC*	ENSBTAG00000017405	RAR Related Orphan Receptor C	Roles in cellular differentiation, immunity, peripheral circadian rhythm and metabolism	− 96	5.71E−08
*C4BPA*	ENSBTAG00000009876	Complement Component 4 Binding Protein Alpha	Controls activation of the complement cascade through the classical pathway	− 678	7.20E−08
*SPDEF*	ENSBTAG00000021993	SAM Pointed Domain Containing ETS Transcription Factor	Androgen-independent trans-activator of prostate-specific antigen (PSA) promoter	− 263	7.20E−08
*SLPI*	ENSBTAG00000004148	Secretory Leukocyte Peptidase Inhibitor	Secreted inhibitor which protects epithelial tissues from serine proteases	− 998	1.50E−07
*HECW1*	ENSBTAG00000021216	HECT, C2 And WW Domain Containing E3 Ubiquitin Protein Ligase 1	Ubiquitin-protein ligase	− 59	3.15E−07
*CES1*	ENSBTAG00000011021	Carboxylesterase 1	Detoxification of xenobiotics. Possible role in fatty acyl and cholesterol ester metabolism	− 285	3.42E−07
*SLC25A48*	ENSBTAG00000018287	Solute Carrier Family 25 Member 48	No data currently available	− 122	2.83E−06
*LOC407163*	ENSBTAG00000046375	Trappin 5	Host-defense peptide with antiproteolytic, antiinflammatory, and antimicrobial functions	− 277	4.60E−06

For the 58 genes increased in the cows with physiological inflammation, fold change varied between 6 and 70 fold. The highest induced genes encode Fc gamma 2 receptor-like protein. CYP24A1 is an enzyme expressed in the mitochondrion of humans and other species. It catalyses hydroxylation reactions which lead to the degradation of 1,25-dihydroxyvitamin D3 by 14 fold (Supplementary Table S3).

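CYP24A1 (ENSBTAG00000002765) was at 1.17 ± 1.59 CPM (SD, n = 5) in healthy cows without physiological inflammation and 17.2 ± 13.9 CPM (SD, n = 5) in those with it. It was higher in 5 of 5 inflamed cows, with a log2 fold change of 2.88 (standard error 0.66, adjusted p = 0.111) by limma and 3.77 by DESeq2, and limma called it without cow s1890 only. CYP27B1, which makes the hormone that CYP24A1 degrades, was at 3.43 ± 4.46 and 8.38 ± 6.52 CPM (1.45, adjusted p = 0.212), and RXRA, the partner of the vitamin D receptor, at 3.88 ± 1.79 and 10.9 ± 6.34 CPM (1.13, adjusted p = 0.255). The 5 tested genes of vitamin D metabolism had a median of 1.45.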

To further investigate the dependency between PMN influx and inflammatory gene expression, a correlation analysis was performed between PMN% and relative mRNA abundance results for the genes assessed by qPCR. In support of the predominant role of the recruited PMN cells in immune gene expression as described above, results showed significant correlations between PMN% and each of these immune genes. A correlation coefficient (r^2^) of 0.69 was detected for IL1A and PMN% whereas it was 0.73 for *CXCL8* (Supplementary Fig. S1). Finally, in order to determine the potential contribution of damage to epithelial cell layer in the uterus to the immune gene expression profile differences detected, the expression of cell-type specific marker genes were extracted from the RNA-seq data. 

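Mucin 1, keratin 18 and E-cadherin mark epithelial cells, and vimentin marks stromal and other mesenchymal cells. In healthy cows without physiological inflammation MUC1 (ENSBTAG00000017104) was at 424 ± 313 CPM (SD, n = 5) and in those with it at 67.2 ± 50.5 CPM (SD, n = 5), a log2 fold change of -2.34 (standard error 0.95, adjusted p = 0.16). KRT18 (ENSBTAG00000001517) was at 408 ± 285 and 86.4 ± 13.1 CPM, a log2 fold change of -1.87 (standard error 0.52, adjusted p = 0.111), and CDH1 (ENSBTAG00000015991) at 467 ± 299.7 and 81.7 ± 47.1 CPM, a log2 fold change of -2.25 (standard error 0.66, adjusted p = 0.111). VIM (ENSBTAG00000018463) was at 726 ± 1159 and 4139 ± 1216 CPM, a log2 fold change of 3.86 (standard error 0.88, adjusted p = 0.111). Each marker lay on the side of its fold change in 5 of 5 inflamed cows; none was called with all cows, and all 4 were without cow s1890. With RLE factors on the CPM the 4 values were -2.49, -2.02, -2.40 and 3.71, and with each cow left out in turn the directions held (MUC1 -3.16 to -1.98, KRT18 -2.36 to -1.53, CDH1 -2.85 to -1.97, VIM 3.295 to 4.695). Cow s1890, counted without inflammation, had 25.5 CPM of MUC1, 80.7 of KRT18, 65.6 of CDH1 and 2772 of VIM, whereas the other 4 cows of its group had at least 159.6, 284 and 253 CPM of the epithelial markers and at most 531 CPM of VIM.

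**Figure D3:**
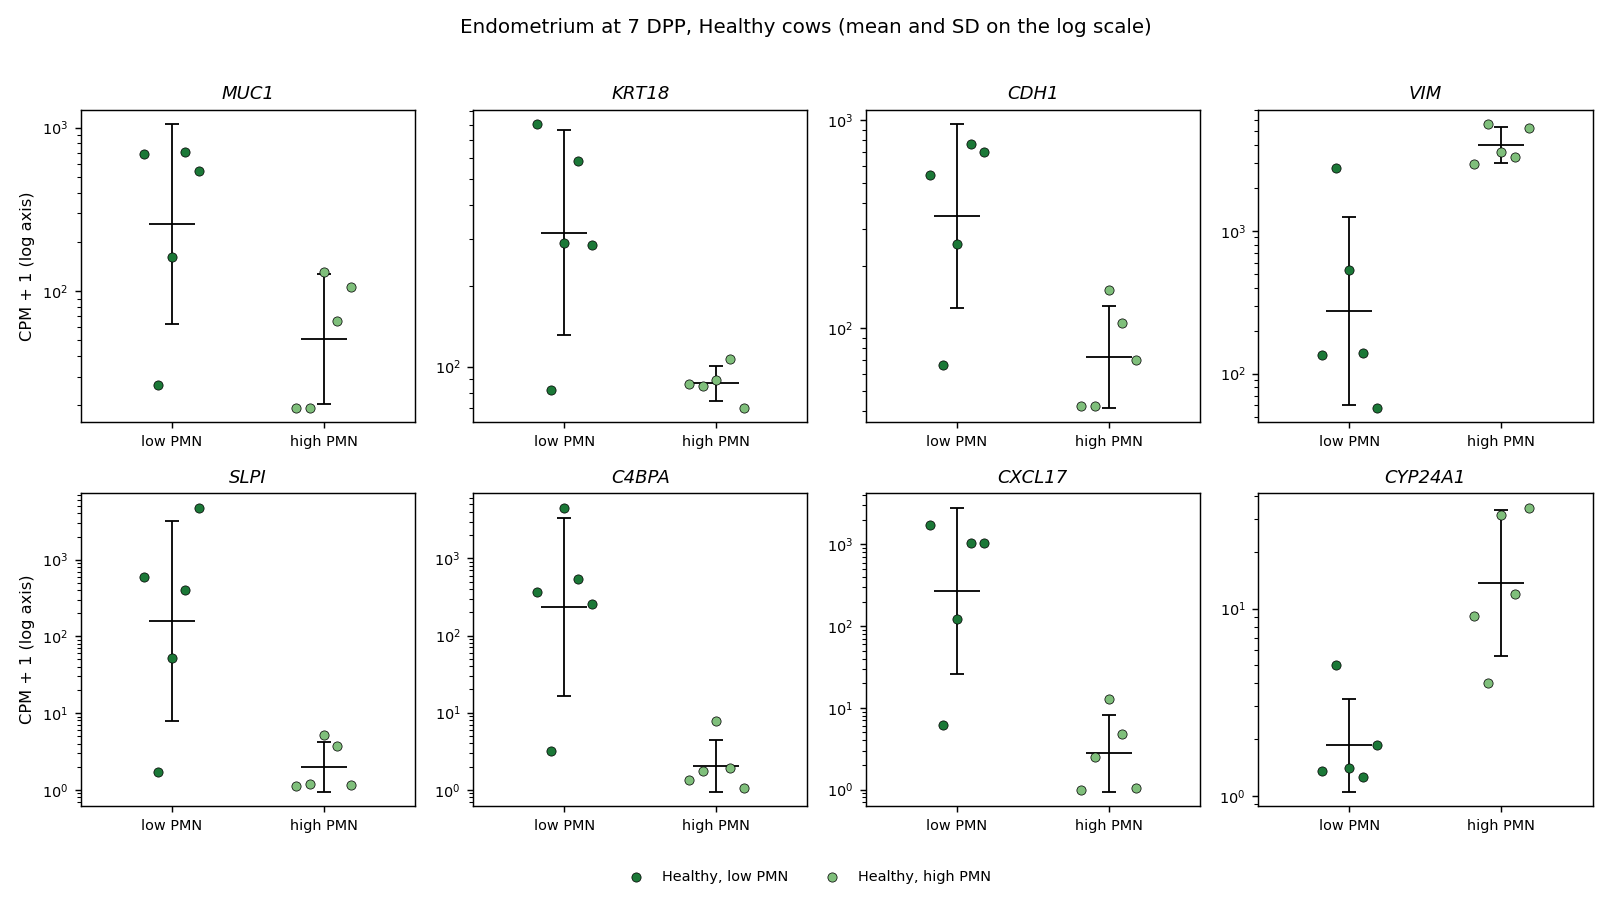
CPM + 1 on a log axis of MUC1, KRT18, CDH1, VIM, SLPI, C4BPA, CXCL17 and CYP24A1 for cows which remained healthy, without (n = 5) and with (n = 5) physiological inflammation at 7 DPP; each point is a cow, and bars give the mean and SD on the log scale. VIM lies between 2948 and 5614 CPM with inflammation and between 56.3 and 2772 CPM without it.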

Clear increased expression of epithelial-specific genes (*MUC1*, *KRT18* and *CDH1*) was evident in cows without physiological inflammation whereas in contrast, increased expression of the stromal-specific gene vimentin (*VIM*) was evident in cows with physiological inflammation (Supplementary Fig. S2).

## Discussion

Parturition is a metabolically stressful period for the dairy cow, and the physiological transition from pregnancy to peak milk production while supporting uterine involution requires significant energy reserves^26^. By the time the signs of clinical uterine disease are apparent, considerable development of infection and pathological inflammation (as evidenced by PVD) has occurred which results in the widespread negative consequences on reproduction and milk yield^3,27^. The tissue pathology associated with advanced disease development usually inhibits involution, contributes to a collapse in protective microbial diversity, and disseminates inflammatory signals. In such a scenario of advanced disease, the response of any therapeutic intervention is likely to be limited. Therefore, key to restoration of uterine homeostasis is early and accurate prognosis of the trajectory that leads to disease.

Building on earlier work by our group^12,28^, we tested the hypothesis that comprehensive analysis of the early postpartum uterine immune response could identify potentially maladaptive molecular signals that contribute to dysregulated immunity and subsequent uterine disease. In endometrial cytobrush samples from a total of 78 cows, a combination of RNA-sequencing, complemented with qPCR was used to reconstruct the cellular signalling mechanisms occurring at 7 DPP in endometrial cells from cows which remain healthy or subsequently develop subclinical (CYTO) or clinical (PVD) uterine disease.

Results showed clear activation of inflammatory genes and regulatory networks associated with the subsequent development of PVD. In agreement with previous literature by us and others, significant upregulation of genes encoding the potent Interleukin-1 family of inflammatory cytokines including *IL1A* and *IL1B* were detected^29,30^ signifying an exacerbation of inflammation in cows which subsequently develop clinical uterine disease. One of the added advantages of the RNA-seq approach undertaken here is the quantitative read outs that illustrates a predominant role for *IL1B* in the activation of this response in cattle. While related studies have examined the role of IL-1A in uterine disease in cattle in detail^31^, here we show that another IL-1 family member, *IL1B* was one of the top differentially expressed genes showing the priority to which the activation of an immune response was given in these cells. As both IL-1α and IL-1β have been shown to recruit different innate cells—accumulation of IL-1α correlated with the infiltration of neutrophils, and the expression of IL-1β correlated with later migration of macrophages, this could have important consequences for uterine disease pathogenesis^32^.

Another advantage of the RNA-seq approach is the added detail which accrues from the pan-genomic analysis of the entire transcriptome. The activation of cellular receptors, for example, sheds light not only on disease pathogenesis but also identifies potential therapeutic targets. Inflammasome complexes are attracting a lot of recent attention for the role they play in inflammatory disease and for the potential they offer as novel therapeutic targets. Results here show increased expression of the Nod like receptor gene *NLRP12*, which regulates NF-kB signalling and inflammasome activation^33^. Chemokine (C–C motif) ligand 20 (*CCL20*) or Macrophage Inflammatory Protein-3 (*MIP3A*) which is strongly chemotactic for lymphocytes and weakly attracts neutrophils^34^ was significantly upregulated and also validated by qPCR. Not much is known about the role of CCL20 in cattle, but human gene expression of CCL20 can be induced by microbial factors such as lipopolysaccharide (LPS), and inflammatory cytokines such as tumour necrosis factor^35^. This chemokine has a number of functions potentially relevant to bovine reproduction including in the coordination of signals between the ovary and the uterus as well as the chemotactic response to sperm^36^. Circulating levels in serum are attracting recent interest in human studies^37^, and its significantly elevation in response to post partum disease warrants further investigation.

Interestingly however, the vast majority of DEG in this comparison were decreased in cows which subsequently developed PVD relative to cows which remained healthy. Results show a clear upregulation of genes involved in the maintenance of cellular functions in healthy cows, which collectively play a role in the progress of involution. The evidence above suggests that this process is arrested in cows which subsequently develop disease and a reprioritisation toward the activation of an immune response is evident. This is further reflected by ‘cilium movement’ being the top biological process identified by GO. Bovine endometrial cells have microvilli^38^, and their restoration may explain the differential expression of many of these genes^39^ during uterine involution and decidualisation. One of the genes increased in cows which remained healthy, and which has the highest expression level was the gene encoding lactoferrin (*LF* also known as lactotransferrin, LTF). In addition to its potent antimicrobial properties, lactoferrin can bind and sequester lipopolysaccharides, thus is a negative regulator of the inflammatory response and may be an important target to help restore uterine homeostasis^40^.

The inflammatory profile associated with the subsequent development of sub-clinical uterine disease (CYTO) was obscured somewhat by the presence of physiological inflammation in the majority of cows at 7 DPP. Therefore, we suspected that the low numbers of genes differentially expressed at 7 DPP between all cows that remained healthy and those that subsequently developed CYTO may reflect the presence of variable levels of physiological inflammation between these cows. Significantly divergent cellular profiles in terms of the ratio of PMN to epithelial cells between cows may obscure the detection of a putative marker of subsequent disease development. Despite this, direct comparisons between cows with physiological inflammation which subsequently developed disease did identify an inflammatory response, with increased expression of *TNFA* as well as *CCL20*. Expression of the inflammatory cytokines *IL17A* and *IL17F* were also enhanced in cows which develop CYTO compared to those which remained healthy. A consistent role for *IL1B* reflected the DEG profile detected with PVD; and this was validated by qPCR. In agreement with the RNA-seq data and despite a significant degree of inter-animal variation within groups, it is clear that a core inflammatory gene expression profile at 7 DPP is associated with the subsequent development of both clinical and sub-clinical uterine disease.

Cows with and without evidence of physiological inflammation at 7 DPP (over 500 significantly DEG) had a very distinctive transcriptome at 7 DPP and this dataset yielded interesting insights into the potential mechanisms for the regulation of inflammation in the post-partum uterus. Again reflecting the comparison between healthy and PVD cows, transcription of the majority of the genes was increased in non-inflamed cows, suggesting that active tissue repair processes are underway^28^. One of the highest DEG in cows which remained healthy was the gene encoding secretory leukocyte protease inhibitor (SLPI), which is an enzyme that protects epithelial tissues from serine proteases^25^. Similarly the chemokine *CXCL17* and vitamin D binding protein gene (*GC)* are also both significantly increased. Again, the Lactotransferrin gene (*LF*) is both highly expressed and significantly increased indicating a predominant role in ameliorating inflammation in these cells. The top significantly enriched molecular function as defined by GO was *cytokine activity* and top enriched biological process was identified as the *regulation of the inflammatory response*. The top enriched pathway identified by KEGG was the *IL-17 signalling pathway*. Relevantly, we detected high correlations in these cows between PMN% and inflammatory gene expression indicating that it is the influx of immune leukocytes that are driving the inflammatory response detected.

Interestingly, cows without inflammation at 7 DPP also appeared to have a more intact endometrial epithelial barrier. Increased expression of epithelial-specific genes (*MUC1*, *KRT18* and *CDH1*) was evident in cows without physiological inflammation whereas in contrast, increased expression of the stromal-specific gene vimentin (*VIM*) was evident in cows with physiological inflammation. The epithelial cell layer is often damaged in the early postpartum period due to difficulties at calving^41^ and consequently many of the risk factors that precede the development of uterine disease are associated with endometrial damage, such as dystocia, twinning, primiparity and the gender and size of the calf. The importance of an intact endometrial epithelial barrier has been emphasised by recent histological analysis of uterine samples from cows with metritis, which had lost a large amount of the luminal epithelium in inter-caruncular areas of the endometrium in comparison to healthy cows^42^. Damage of the endometrial epithelium also allows the entry of opportunistic bacteria such as *T.pyogenes*, which cannot usually penetrate the intact epithelium due to a lack of cholesterol^43^. It may be that cows without inflammation had a more robust barrier, possibly due to an easier calving, or that greater endometrial damage occurred in cows with physiological inflammation due to higher levels of inflammatory-associated tissue damage. This comparison gives a unique insight often overlooked in other studies, where all ‘healthy’ cows are grouped together regardless of their early inflammatory status. This data suggests that the active regulation of physiological inflammation and the restoration of uterine homeostasis is a function of the resident epithelial cells.

Sampling cows with natural uterine infection presents a number of logistical challenges, namely the inter-animal variation in stage of disease which results in significant data heterogeneity. Some of that heterogeneity is due to the complex presentation of PVD, which can occur in combination with CYTO (as occurred in 63% of the PVD cows in this study). Although a clear additive effect of both conditions on the proportion of cows not pregnant up to 200 days after parturition in over 1000 Holstein cows has been reported^5^, the precise effects of divergent conditions on the inflammatory response requires additional in-depth future analysis. Despite the heterogeneity, we have uncovered a clear pro-inflammatory immune response at the transcriptomic level in cows which develop both clinical and sub-clinical uterine disease. Here we showed how accounting for physiological inflammation yields superior resolution of pathogenic immune changes. A potential limitation of this study is the absence of the valuable insights that could be gained from parallel analysis of the microbiome in the same cows. Recent analysis of the uterine microbiome in Irish dairy cows from 3 farms has shown that reduced microbial diversity at 7 days postpartum is associated with the development of PVD at 21 DPP^44^, and it would be of interest to examine the contribution of a dysbiotic microbiome to the uterine inflammatory profile. An additional potential caveat of the work described is that a number of cows will resolve disease diagnosed at 21 DPP, and this may not negatively impact on subsequent fertility, and therefore later diagnosis could result in a specific biomarker. However the diagnosis of CYTO was performed within the peak PMN window shown in other studies (between 10 and 24 DPP)^45^ and our recent work did detect negative fertility consequences in pasture-basted dairy cows diagnosed with PVD at 21 DPP^6^. Furthermore, uterine inflammation has recently been identified as a key parameter contributing to divergent reproductive outcomes in dairy cows with high or low genetic merit for fertility^46^. In seasonal based dairy systems, where a tight calving to conception period of 85 days is required, even moderate sub-fertility due to delayed resolution of inflammation could potentially have significant consequences for system sustainability.

## Conclusion

While inflammation is a core component of the immune response and indeed has a normal physiological function required for the restoration of homeostasis postpartum^14^, there is now a clear consensus emerging from the literature that dysregulated inflammation contributes to uterine disease^16,47^. Our analysis has identified components of a core inflammatory gene set indicative of a shift from physiological to pathological inflammation. This shift is governed by both qualitative and quantitative changes in inflammatory genes, specifically in the IL-1 pathway. We have also identified a number of potential therapeutic target molecules including lactotransferrin and the chemokine CCL20. The putative gene expression biomarkers can now be validated at the protein level in in samples from cows on additional farms. These findings complement our on-going efforts to identify biomarkers of uterine disease in blood^48^ or in vaginal mucus^49,50^ which will ultimately improve both disease diagnosis and therapeutic intervention.

## Methods

### Animals and sample collection

Sample collection was performed on a commercial, spring-calving dairy farm in Ireland with an average milk yield of 6417 L/year. Cattle were mixed-parity Holstein-Friesians and were calved indoors. Approximately 70% of the herd were artificially inseminated. Cows which experienced difficult deliveries (calving assistance, twins), vulva sores and pneumonia were not included in the study. Samples were collected from 112 cattle in the morning after milking at 7 and 21 days postpartum. Cytobrush collection was performed as previously described^51^. Briefly, this involved trans-cervical insertion of a double guarded cytobrush into the uterus. Once the cervix was reached, the inner brush was pushed through the outer guard and rotated clockwise along the wall of the uterus three times to harvest the cells. The cytobrush was then reinserted into the inner guard and removed and stored in a labelled cryotube on dry ice. All tubes stored on dry ice were transferred to the − 80 °C freezer on return to the laboratory. A second inner cytobrush was inserted whilst the outer guard was still in place which enabled the collection of cells from the same position within the uterus. The second cytobrush was rolled anticlockwise on a glass microscope slide, and later stained with Diff-Quik (a modified Wright Giemsa stain) and used to classify the cows cytologically.

### Ethical approval

All procedures described were conducted under ethical approval and experimental license from the Irish Health Products Regulatory Authority (licence number AE19132/038) in accordance with the Cruelty to Animals Act 1876 and the European Communities (Amendments of the Cruelty to Animals Act 1876) Regulations, 1994.

### Cytology and PVD diagnosis

Once the cytology slides had been stained and dried, they were classified by observing the number of PMNs and epithelial cells present. The slides were graded blind without knowledge of sample ID or background. A total of 200 cells were counted at 400×magnification. The animals were classified in line with recent publications, using the cut off of 18% PMN at 21 DPP^51,52^. Those with ≤ 18% PMN at 21 DPP were classified as healthy, whilst cows with > 18% PMN at 21 DPP were diagnosed with cytological endometritis.

A vaginal mucus score (VMS) was recorded for each cow at 7 and 21 DPP. Assessment of vaginal mucus was carried out using a gloved hand. A scoring system of 0–3 was used, as previously described^53^. Briefly, a score of 0 or 1 was given to vaginal discharge that was clear or contained flecks of pus and the cow was classified as healthy. A score of 2 or 3 was given to samples with over 50% purulent or muco-purulent material present in the vaginal exudate and the cow was diagnosed with purulent vaginal discharge. A proportion of cows presented with PVD also had a concurrent CYTO diagnosis, as shown in Supplementary Table S1. Cattle were classified by endometrial cytology score at 7 and 21 DPP and the vaginal mucus score at 21 DPP (Supplementary Table S1). Cows that potentially had clinical metritis at 7 DPP (VMS > 2) were excluded from subsequent analysis to increase the reliability of the prognostic gene expression profile for disease.

### RNA extraction

Endometrial cytobrushes were placed in 350 µL of TRIzol reagent and vortexed vigorously for 1 min to lyse the cells. Following incubation at room temperature for 5 min, chloroform was added to each sample, shaken vigorously for 15 s and centrifuged at 12,000×*g* for 15 min at 4 °C. The aqueous phase was transferred to a new tube. Ethanol (70%) was added to the aqueous phase, mixed immediately, and then transferred to an RNeasy spin column. The RNA extraction was completed using the RNeasy kit (Qiagen Ltd., Crawley, UK), following the manufacturer’s instructions. This included a number of wash steps using the kit buffers supplied, and finally elution in 30 µL of RNase-free water. The quantity and quality of RNA present in the samples was determined using the NanoDrop ND-1000 UV–Vis Spectophotometer (NanoDrop Technologies Inc., Wilmington, DE, USA) and 2100 Agilent Bioanalyzer respectively.

### Library preparation and sequencing

A total of 30 samples were chosen for RNA sequencing, based on cow classification and RNA quality (RIN > 6.5). Three of these samples were later excluded as the cows had VMS scores ≥ 2, suggesting that they may have had clinical metritis. All samples used were acquired at 7 DPP. Library preparation was carried out using the Illumina TruSeq Stranded mRNA Library Prep Kit, to convert mRNA into cDNA libraries for DNA sequencing. Briefly this involved isolation of poly-A tailed mRNA using poly-T oligo attached magnetic beads, reverse transcription to form double stranded cDNA and the ligation of indexing adaptors. Indexes were allocated to specific samples prior to library construction so that each sample within a pool had a unique bar code. Following adapter ligation, DNA fragments were selectively enriched by performing PCR. The number of PCR cycles was reduced from the 15 cycles recommended in the manufacturer’s protocol to 12 following optimisation on practice samples. Quality control checks were performed to assess the quality and quantity of the ds cDNA libraries. The Agilent 2100 Bioanalyzer (Agilent Technologies) was used to assess purity of the samples, using the Agilent DNA 1000 kit. Library quantity was measured using the Qubit fluorometer. Five pools of 6 multiplexed samples were constructed, and the indexed libraries were sent to Clinical Genomics (Toronto, Canada) where they were sequenced using an Illumina HiSeq 2500, to produce 100 bp single-end reads.

### RNA-seq data analysis

Quality assessment of the raw sequence data was carried out using the software FastQC (v 0.1.5; https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Data was quality and adapter trimmed using the BBDuk java package to trim Illumina adapter sequences and any low quality bases (Phred score < 20) from the 3′ end of sequence read pairs. Reads were aligned to the bovine genome UMD3.1 using the Spliced Transcripts Alignment to a Reference (STAR) aligner^54^. A maximum of two mismatches with the reference genome were allowed and only uniquely mapped read pairs were retained for downstream analysis. Read counts overlapping all protein coding genes in the UMD3.1 Ensembl (v.86) annotation were estimated using featureCounts^55^. To filter out lowly expressed genes, genes with less than one count per million in at least five samples were discarded from the analysis. Remaining gene counts were normalized uses the median of ratios method as implemented in DeSeq2 (version 1.18.1)^56^ to account for varying sequencing depth between samples. Transcript counts were modelled by fitting the data to a negative binomial distribution using genewise dispersion estimates and differentially expressed genes were identified with a generalized linear model likelihood ratio test. Statistical tests were corrected for multiple testing using the Benjamini–Hochberg method. DE genes with an adj. *p* value < 0.05 and a log_2_ fold change threshold of 1 were used for further DE gene data exploration and pathway analysis.

### Quantitative real-time PCR validation

Endometrial cytobrush RNA acquired at 7 DPP from additional animals within the original group of 112 cows was used for qPCR validation. Samples of inadequate RNA quality (RIN value < 6.5) or quantity were not included, resulting in the analysis of 51 samples by qPCR. Total RNA (1 µg) from each cytobrush was reverse transcribed using the High Capacity cDNA Reverse Transcription Kit (Life Technologies Inc., Carlsbad, CA, USA) according to the manufacturer’s instructions. Following reverse transcription, cDNA were diluted to 5 ng/µl with nuclease-free H_2_O. Quantitative PCR analysis was performed in triplicate using 10 ng of cDNA in 96-well plates using the Fast SYBR Green Master Mix (Life Technologies Inc.). A no-template control and minus reverse transcriptase (RT) were used to check for non-specific amplification. Twelve immune genes were selected for validation of the RNA-seq results, which were chosen due to their involvement in many of the top differentially regulated pathways and functions. Intron-spanning, gene-specific primers were designed using the primer-blast tool on the NCBI website (www.ncbi.nlm.nih.gov/tools/primer-blast) and are listed in Supplementary Table S4. The amplification efficiency for each gene was tested using a serial dilution of pooled cDNA from the tissue of interest. Efficiencies were between 80 and 104% for all genes (data not shown). Where efficiencies were less than 90%, the fold change calculation was modified to reflect the calculated efficiency. Adjustments were performed to account for inter-plate variation using the inter-plate calibrator sample included on all plates. Four reference genes were tested (*GUSB, SDHA, HSP90AB1* and *RPS15*), which were selected from the RNA-seq dataset for their stability (i.e. they were not differentially expressed). 

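In the RNA-seq data limma called none of the 4 reference genes in any comparison with all cows, nor did DESeq2 against a minimum 1.5-fold change. RPS15, a ribosomal protein, and SDHA, a subunit of succinate dehydrogenase, varied least: their log2 fold changes were -0.04 and -0.08 in PVD, -0.09 and -0.10 in CYTO, and 0.01 and -0.10 in CYTO among inflamed cows. In healthy cows with against without inflammation, where all 4 were higher, they were 0.18 and 0.26. HSP90AB1, a chaperone, was at 1244 ± 377 CPM (SD, n = 5) in healthy cows without and 1691 ± 174 CPM (SD, n = 5) with physiological inflammation (0.49, adjusted p = 0.238). GUSB, a lysosomal enzyme, was at 63.6 ± 68.3 and 172 ± 54.7 CPM in these groups, a log2 fold change of 1.82 (standard error 0.52, adjusted p = 0.111), higher in 5 of 5 inflamed cows, and limma called it without cow s1890 (2.32). Against healthy cows GUSB had 0.54 in PVD and 0.37 in CYTO.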

Genorm analysis software was used to determine the average expression stability (M) value for each gene, and the two genes that were most stable (*HSP90AB1* and *RPS15*) were used for normalisation. Fold changes were calculated using the delta delta Ct method^57^. Statistical analysis of qPCR Ct data was performed on delta Ct values using a Kruskal–Wallis ANOVA in Graphpad Prism 5 software after testing for normality. A *p* value of < 0.05 was taken as statistically significant.

## Supplementary information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

## Data Availability

The datasets generated and analysed during the current study are available in the GEO repository, [accession number GSE125964]. GEO data repository, at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125964.

# Supplementary material for: Qualitative and quantitative differences in endometrial inflammatory gene expression precede the development of bovine uterine disease
**Source:** Sci Rep. 2020 Oct 26;10:18275. doi: 10.1038/s41598-020-75104-7
**Supplement:** Supplementary file 3 — Supplementary Information 3.

Qualitative and quantitative differences in endometrial inflammatory gene expression precede the development of uterine disease

Amy Brewer^1, 3^, Paul Cormican^1^, Joseph J Lim^2^, Aspinas Chapwanya^2^_,_ Cliona O’ Farrelly^3,4^ and Kieran G. Meade^1^*

**Supplementary Information**

**Supplementary Table S1.** Animal classification by inflammatory and disease status. Cows (n=112) were classified on the basis of both percentage polymorphonuclear leukocyte (PMN) infiltration assessed by cytology and vaginal mucus score (VMS) at 7 and 21 days postpartum (DPP). Results are shown in the table below for 78 cows that were deemed eligible for analysis (after cows with metritis and samples with technical issues like low RNA quality were removed). Scoring at 21 DPP determined the health status of each cow at this time point. Grey shading indicates cattle that were selected for RNA-seq.

**Supplementary Table S4.** Oligonucleotide primer sequences used for qPCR validation

| Gene symbol | Ensembl ID | Forward primer (5’-3’) | Reverse primer (5’-3’) |
| --- | --- | --- | --- |
| *GUSB* | ENSBTAG00000000704 | ACCATCGCCATCAACAACAC | TCCCGCGTAGTTGAAGAAGT |
| *SDHA* | ENSBTAG00000046019 | AAGACGTTCGACAGGGGAAT | ACTCGTCAACCCTCTCCTTG |
| *HSP90AB1* | ENSBTAG00000000778 | GCATGAAGGAGACGCAGAAG | TCCTTGAGCTGCTGTACACA |
| *RPS15* | ENSBTAG00000019718 | GCGACATGATCATTCTACCCG | GGTAGTGGCCGATCATCTCA |
| *NLRP3* | ENSBTAG00000001273 | CTTTCTGGACTCTGACCGGG | TCTGTCTGACCCCGAGGAAT |
| *IL1A* | ENSBTAG00000010349 | GCTCGGTTCAGCAAAGAAGT | GAGGTGGTCAATTTCAGAACTGT |
| *CXCL8* | ENSBTAG00000019716 | CATTCCACACCTTTCCACCC | CCTTCTGCACCCACTTTTCC |
| *CCL20* | ENSBTAG00000021326 | CAGCAAGTCAGAAGCAAGCA | TTTGGATCTGCACACACAGC |
| *TNFA* | ENSBTAG00000025471 | CCATCAACAGCCCTCTGGTT | TCACACCGTTGGCCATGA |
| *IL17A* | ENSBTAG00000002150 | CGTTAACCGGAGCACAAACT | TCCCAGATCACAGAGGGGTA |
| *TLR2* | ENSBTAG00000008008 | GGTTTTAAGGCAGAATCGTTTG | AAGGCACTGGGTTAAACTGTGT |
| *TLR4* | ENSBTAG00000006240 | GCTGTTTGACCAGTCTGATTGC | GGGCTGAAGTAACAACAAGAGGAA |
| *S100A8* | ENSBTAG00000012640 | ATTTTGGGGAGACCTGGTGGG | TGAACCAAGTGTCCGCATCC |
| *TGFB2* | ENSBTAG00000005359 | ACCCTCGGAAAATGCCATCC | CTGAACTCGGCCTTCACCAA |
| *IL10* | ENSBTAG00000006685 | GAAGGACCAACTGCACAGCTT | AAAACTGGATCATTTCCGACAAG |

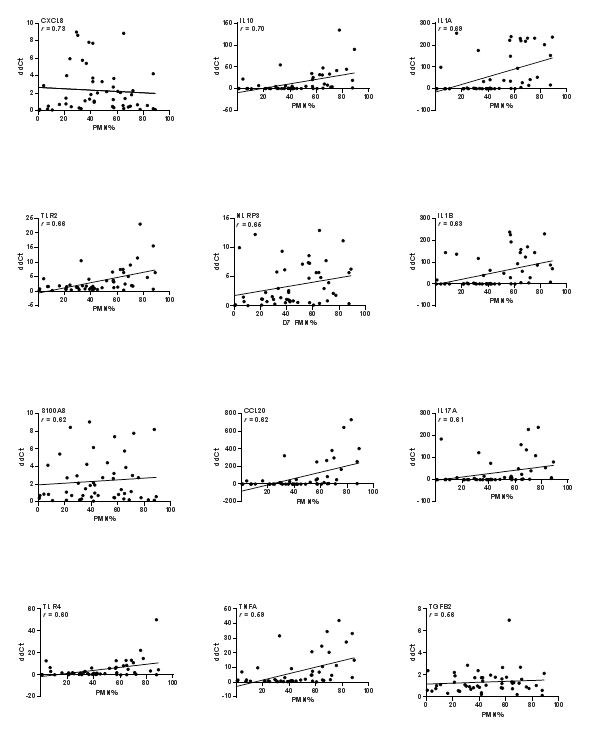

**Supplementary Figure S1.** Endometrial gene expression correlated with PMN% 7 days postpartum. Messenger (m)RNA expression of 12 genes was measured by qPCR (n=51) and ddCT values were plotted against the corresponding endometrial PMN% 7 days postpartum (DPP) as determined by cytological analysis. Correlation (*r^2^*) values are indicated for each gene.

**Supplementary Figure S2.** Epithelial and stromal gene expression markers differed between healthy cows without physiological inflammation at 7 DPP (low inflammation) and those with >18 % PMN at 7 DPP (high inflammation). Data is presented as read transcripts per million (TPM) from RNA-seq dataset (full dataset shown in Supplementary file 3).

How the deposited data were processed for this re-analysis (not part of the article)

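Endometrial cells were collected by cytobrush from 30 Holstein-Friesian cows at 7 days postpartum, and the cows were grouped by their state at 21 days. The paper uses 27 of them: 10 which remained healthy, 9 which developed CYTO and 8 which developed PVD, divided by 18% PMN at 7 days. The other 3 cows are not in the paper's set and entered only where this is stated.

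The authors sequenced polyadenylated stranded libraries in 5 pools of 6 as 100 bp single-end reads. They trimmed the reads, aligned them with STAR to UMD3.1, kept reads that mapped to 1 place with at most 2 mismatches, and counted them per Ensembl gene with featureCounts. The paper states DESeq2 for the tests; the notes with the deposited tables name R 3.3.2 and edgeR 3.18.0. Which library was in which pool is given neither in the paper and its supplement nor with the deposited files, so differences between pools could not be modelled.

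The 9 deposited tables hold the same values per cow (largest relative difference 9.45e-09), for 10476 genes, or 9528 in the table of all diseased cows, and no other column per sample. All 314280 values, that is 100%, were whole multiples of the smallest value of their library within 0.01, and the values as deposited are CPM that the authors computed from each library's counted reads without a scaling factor. Beside them the tables give results of the authors' edgeR likelihood ratio tests. The 3 cows outside the paper's set are included in these tests where their groups were compared. As deposited, the log2 fold changes and the average log2 CPM were made by the authors with edgeR. The likelihood ratio scores were computed by the authors with edgeR's test of each group pair before deposit. The p values and the FDR as deposited were computed by the authors from these scores. The fold ratio as deposited was computed by the authors from the log2 fold change. From these columns the FDR and the sign of the fold change were used, to count the authors' genes. Whole reads were taken from them by this step. In 13 of the 30 libraries fewer than 100 values lay at 20 reads or fewer, too few to check the recovered reads at low values, and the count-based tests use all cows nevertheless. Every listed gene had at least 1 CPM in 5 or more of the 30 libraries, and the smallest total of a listed gene was 2087 reads, so genes below that filter cannot be studied. Counted reads per library, the reads the paper gives and the CPM of a single read are given with the first results.

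Gene symbols came from the tables for 9314 genes and from the paper's tables for 4; 14 held a date in place of a symbol, 1144 had none, and 3 symbols belonged to more than 1 gene. The reference annotation at hand is of another genome assembly than UMD3.1, so no positions were used. These genes or groups that the paper names have no entry in the tables and were not analysed here: STK33, SERPINA5, IL12B, HECW1, GC, LRRN4, IL17F, CCL28, AQP6, AK9, the cystatin-9-like and Fc gamma 2 receptor-like genes, and the coiled-coil genes other than CCDC39 and CCDC190. The tables of the paper's Supplementary Table S3 were held only in part: the first 1732 entries for PVD.

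The plan had a count model for read counts and limma for scaled values. As the values are CPM, each comparison was fitted with limma (trended eBayes) on log2(CPM + 1), in R 4.3.3 with limma 3.58.1, using only the cows compared and no covariate. Genes with at least 1 CPM in 5 of the libraries compared (4 where the smaller group had 4 cows) were tested, and genes were called at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change beyond 1. The 11 comparisons were healthy against PVD, against CYTO and against all disease; within inflamed cows, healthy against CYTO and against PVD with CYTO, CYTO against PVD with CYTO, and PVD alone against PVD with CYTO; healthy without against healthy with inflammation; healthy against CYTO without inflammation; PVD against healthy with inflammation as a block, which amounts to the 8 PVD cows against the 5 inflamed healthy cows, since every PVD cow was inflamed; and the difference of the CYTO effect between inflamed and other cows (the interaction). No paired analysis was possible because no cow is in 2 groups.

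The 32 gene lists covered immune pathways (IL-1 family and inflammasome, IL-17 axis, inflammatory cytokines, chemokines, NF-kB response, Toll-like receptors, interferon response) and immune cells (neutrophils, macrophages and monocytes, T and NK lymphocytes, B and plasma cells, mast cells and eosinophils). They also covered tissue and blood (endothelium, smooth muscle, stroma, epithelium, glands, motile cilia, squamous epithelium, placenta, erythrocytes) and processes (matrix remodelling, prostaglandins, glycolysis and hypoxia, cell cycle, steroid receptors, vitamin D). The last 5 lists hold genes the paper names. Lists with at least 2 tested genes were tested with camera at a preset correlation of 0.01 and with an estimated one, and with fry. Principal components used log2(CPM + 1) of all tested genes, and groups were compared on the first by exact permutation. PMN% was set against 12 genes by Pearson and Spearman correlation with 100000 permutations.

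The genes named in the text follow a rule: every gene the paper names for the comparison, up to 8 called genes per direction with the smallest adjusted p (5 in the comparisons outside the paper's 4), and up to 4 members of each list with the smallest p. This gave 476 entries over the paper's 4 comparisons. Values in the paper's text, tables and Supplementary Table S3 had been seen when the rule was written. Genes without a symbol were skipped, and some genes that fit the rule are not reported here.

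The alternatives were DESeq2 1.42.0 (Wald test, Wald test against 0.585, likelihood ratio test), edgeR 4.0.16 (glmTreat against 1.5-fold, robust quasi-likelihood), limma voom with sample quality weights and RLE factors on the CPM. Others were no filter, a filter at 10 reads in every library or a mean of 10 CPM, no minimum fold change, adjusted p below 0.1, pseudocounts of 0.1 and 10, all 27 cows in 1 fit, PMN%, inflammation or first lactation as covariates, other sets of cows, and each cow left out in turn. Added after the data were seen were edgeR's quasi-likelihood test, TMM factors on the CPM, DESeq2 against 0.585 with each cow left out, the omission of cows s1183 and s1890 together, and list medians without cow s1239, s1183 or s1890. Tests used up to 100 splits of the cows (50 for DESeq2).

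The limma test was also tested on simulated data at the same group sizes, with 50 changed genes per fold. For PVD it recovered 16% of 2-fold and 72% of 4-fold changes with 11 false calls among 10275 unchanged genes, for CYTO 24% and 80% with 5 of 10273, for CYTO in inflamed cows 12% and 82% with 7 of 10256, and for inflammation in healthy cows 10% and 68% with 9 of 10243. Each gene was drawn independently, without the structure among cows seen in the real data. There limma recovered 98% of 8-fold changes for PVD, whereas it called 0 genes in the real cows. These rates may therefore not hold for the real data. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.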

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

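The tests of neutrophil share, scaling, epithelial share, abundant genes, subepithelial tissue, exchanged libraries and library depth were chosen after the results they examine had been seen; the splits of the cows were not.

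Among cows inflamed at 7 DPP, limma called 43 genes higher in those which developed CYTO. Chance is unlikely but not excluded for that number: 2 of 100 splits of the cows, the real one included, called as many. Another split called 155, which points to a structure of the samples. A larger share of neutrophils alone stays open. The neutrophil genes had a median log2 fold change of 1.43 (quartiles 0.79 to 2.30) and the 43 genes 3.06 (2.47 to 4.35). The 43 were selected for their fold change in this same comparison, so their higher median cannot decide the question. The day 7 PMN% was 45.1 ± 11.6 (SD, n = 5) in healthy and 68.4 ± 15.9 (SD, n = 4) in CYTO cows. Of the abundant neutrophil genes, S100A8, S100A9, VNN2 and MMP9 had 2.81 to 2.96, within the range of the 43 but none called, whereas S100A12 had 1.89 and ITGAM and CYBB went from 246 to 139 and 250 to 287 CPM. Of the 20 listed neutrophil genes, 10 had at least 1 CPM in every healthy cow without inflammation, 2 are in another list and 1 is named by the paper; with PMN% as a covariate the median of the 43 was 3.175, but the standard error rose from 0.44 to 0.61 and none was called. Scaling is argued against, since 38 of the 43 were called with RLE factors. Another candidate explanation that stays open is a stronger activation of the leukocytes present, which was not tested.

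In healthy cows with physiological inflammation, genes of glands were lower and genes of stroma and macrophages higher than in those without. A smaller epithelial share alone would raise the lists of the other cell types alike. The difference in mean level was larger for stromal genes than for genes of T and NK lymphocytes by 3.24 (standard error 1.33). This argues only weakly against it, since the pair was picked after the results were seen and cow s1890 is among the cows. An effect of a few abundant genes is argued against, as glands had -5.08 with RLE factors. More tissue from below the epithelium in the brushes needs stroma (3.74), smooth muscle (2.74) and endothelium (1.93, standard error 0.71) all to have higher means by more than the standard error, and they had, so it may be part of the cause, as a hypothesis. limma called 0 genes there (2691 with an unadjusted p under 0.05; edgeR 0, DESeq2's Wald test 881), and these 3 lists had an adjusted p = 0.491 with an estimated correlation; COL1A1 went from 254 to 2701 CPM and VIM from 726 to 4139 CPM. Of the listed genes, 16 of 21 for stroma, 2 of 10 for smooth muscle and 4 of 9 for endothelium had at least 1 CPM in every healthy cow without inflammation; 1 stromal gene is in another list and 1, VIM, is named by the paper. A response of the tissue to inflammation, which the design names, was not tested apart from this and stays open.

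Cow s1890 among the healthy cows without inflammation, and cow s1183 among the CYTO cows without it, each lay apart from their group. Cow s1890 was nearer to the other group in 8 of the 8 lists of cell types that part the other cows of the 2 groups, and cow s1183 in 6 of 8 (not for neutrophils nor B and plasma cells), so both were in 6. An exchange of the 2 libraries could give this. An exchange after mapping is argued against: the counted reads were 70.6% of the mapped reads the paper gives for cow s1890 and 74.9% for cow s1183, within the 65.8 to 79.4% of the other cows of the paper's set, and exchanged back they would be 85.9% and 61.6%. An exchange before mapping stays open. Shallow sequencing is argued against: cow s1890 had 26644659 counted reads and cow s1183 32430286, both above the others of their groups. The state of these 2 cows stays open as a biological explanation and was not tested.

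Cows were compared within groups of 4 to 10 by the gap of the highest or lowest value to the next over the range, where chance gives about 1 in 20; of 306 tests 33 stood apart, with 15 expected, 12 of them in cow s1183. The values below are means of log2(CPM + 1) over a list unless another unit is given.

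Among CYTO cows without inflammation, cow s1183 was lowest in endothelium (1.723), stroma (5.943), matrix remodelling (5.454) and steroid receptors (4.711), and cow s2421 highest in the qPCR target genes (4.104). Among all 9 CYTO cows, cow s1183 was lowest in endothelium, stroma and matrix remodelling with the same values, in placenta (2.626) and in cell cycle (2.825). It was highest there in glands (9.632), in the paper's metabolic and aquaporin families (7.249) and in the share of reads in its 10 most abundant genes (15.12%). Among CYTO cows with inflammation, cow s2039 was highest in Toll-like receptors (5.965) and cow s1944 lowest in the paper's families (1.263).

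Among healthy cows without inflammation, cow s1890 was highest in endothelium (4.75) and cell cycle (4.539) and lowest in glands (3.033), and cow s2006 was lowest in mast cells and eosinophils (3.011) and in counted reads (12387056). Among healthy cows with inflammation, cow s1570 was highest in inflammatory cytokines (3.875) and the interferon response (7.167) and lowest in steroid receptors (4.172), and cow s1831 lowest in the qPCR reference genes (8.07). Over all 10 healthy cows, cow s2006 was highest in the IL-17 axis (3.91) and cow s1570 in inflammatory cytokines (3.875).

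Among cows with PVD alone, cow s2683 was lowest in the reference genes (7.879). Among cows with PVD and CYTO, cow s1239 was highest in inflammatory cytokines (6.093), NF-kB response (8.742) and vitamin D (5.928), and cow s2161 in B and plasma cells (5.9). Over all 8 PVD cows, cow s1239 was lowest in motile cilia (1.101) and in the reference genes (6.784).

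The difference between CYTO and healthy cows depended on inflammation in 8 genes, by a test of the interaction (log2 difference, standard error, adjusted p): GPR84 6.04 (0.79, 0.00563), RHOH 4.57 (0.64, 0.00752), MCEMP1 3.47 (0.50, 0.00763), FFAR2 4.32 (0.65, 0.00993), CSF3 5.88 (0.93, 0.0149), CD69 5.92 (0.97, 0.0158), G0S2 4.64 (0.76, 0.0158) and GRO1 5.91 (1.08, 0.0485). CSF3 was at 5.33 CPM in healthy and 0.742 in CYTO cows without inflammation and at 0.192 and 25.8 CPM with it; GPR84 was at 1.65, 0.481, 1.39 and 111 CPM. All 8 had a positive difference and were also called in the comparison of inflamed cows. edgeR called 0 for the interaction, and limma with all 27 cows in 1 fit 0 (1700 had an unadjusted p under 0.05 with the cows compared, 254 positive and 1446 negative). Chance is unlikely but not excluded for the number: 2 of 100 splits, the real one included, called as many. The real split called 8 and another called 56, which points to a structure of the samples. limma called 2 without cow s2039, 23 without s1183, 122 without s1570 (72 positive, 50 negative) and 588 without s1890 (101 positive, 487 negative).

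The 3 cows that the paper did not analyse had IL1B at 15760 CPM (cow s1378, subclinical), 10250 (cow s2188, clinical) and 23310 (cow s2672, clinical), above the highest of the 10 healthy cows (713.8 CPM; median 30.9); the highest of the 27 cows had 19670 CPM. They exceeded all healthy cows in 12, 13 and 11 of the 32 lists.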

How the results depend on the processing

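Counts from edgeR's quasi-likelihood test, from TMM factors, from the omission of cows s1183 and s1890 together and from DESeq2 against 1.5-fold with a cow left out were chosen after the data were seen.

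For PVD, limma called 0 genes (2223 with an unadjusted p under 0.05), DESeq2's Wald test 700, its test against 1.5-fold 114, and its likelihood ratio test 605; every other setting, edgeR's among them, gave 0. For CYTO these were 0 (216 with an unadjusted p under 0.05), 23, 4 and 1, and 0 in every other setting. For CYTO in inflamed cows limma called 43, DESeq2 129, 48 (38 of the 43) and 119, voom with quality weights 165 (36 of the 43), edgeR 14, its glmTreat 3 and its robust fit 4. It fell to 0 with all 27 cows in 1 fit and 0 with PMN% as a covariate. The remaining settings gave 33 to 63: no filter 42, RLE and TMM factors 41 each (38 of the 43 in each), 10 reads in every library 33, a mean of 10 CPM 36, pseudocounts of 0.1 and 10 39 and 45, adjusted p below 0.1 63. For inflammation in healthy cows limma called 0 (2691 with an unadjusted p under 0.05), DESeq2 881, 188 and 765, voom with quality weights 2796 and all 27 cows in 1 fit 1377; the other settings, edgeR's among them, gave 0. With PMN% the standard errors rose; for the other changes the cause was not tested.

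In the 6 group comparisons outside the paper's 4, limma called 0 with and without the filter (12 to 1415 had an unadjusted p under 0.05), and edgeR 0. DESeq2's Wald test called 39 for CYTO without inflammation, 10 for PVD with CYTO, 174 for all disease, 2 for PVD against inflamed healthy cows, and 0 for both comparisons between disease groups. For the interaction limma called 8 with and without the filter, DESeq2 94, edgeR 0 and limma on all 27 cows 0. Without cows s1183 and s1890, limma called 2171 for CYTO without inflammation, 1925 for the interaction and 0 for CYTO over all cows. These 2 cows were chosen because they look unlike their groups, so their omission can widen a difference by itself. For the other changes the cause was not tested.

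With each cow left out, limma called 0 to 4 genes for PVD (4 without s1570), 0 for CYTO, 2 (without s2039) to 142 (without s1570) for CYTO in inflamed cows, and 0 to 2156 (without s1890) for inflammation in healthy cows. It called 0 to 373 (without s1890; 58 without s1183) for CYTO without inflammation, 2 (without s2039) to 588 (without s1890) for the interaction, and 0 in the other 5 comparisons. DESeq2 against 1.5-fold called 44 (without s2570) to 276 (without s1570) for PVD, where the 74 lower and 40 higher genes became 71 and 122 without s1194, 129 and 147 without s1570 and 83 and 0 without s1239, 28 (without s2184) to 186 (without s1570) for CYTO in inflamed cows, and 101 (without s2224) to 1346 (without s1890) for inflammation in healthy cows. In healthy cows, MUC1 had -3.161 to -1.977, KRT18 -2.357 to -1.531, CDH1 -2.848 to -1.965 and VIM 3.295 to 4.695. Lists called ranged from 15 (without s2184) to 18 for CYTO in inflamed cows and from 12 (without s1570) to 17 for inflammation in healthy cows.

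With an estimated correlation the lists called fell from 23 to 0 for PVD, 19 to 0 for CYTO, 16 to 9 for CYTO in inflamed cows, 15 to 0 for inflammation in healthy cows, and to 0 in each of the other 6 comparisons with lists, from 10, 17, 14, 16, 24 and 16. For PVD the first component had p = 0.0815 by exact permutation test. With scaled genes the axis on which healthy cows spread came second (p = 0.0693 by exact permutation test), and the first (p = 0.0438) was spread by PVD cows, so the 2 first components are not the same axis. Of 12 genes, 11 by Pearson and 10 by Spearman correlation were related to PMN% over 27 cows, 0 by either within cows at 18% PMN or more and 0 below it, where fewer cows and a narrower range of PMN% entered.

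No named gene with a call reversed its direction. In all settings but single omissions, named genes kept their side of the threshold 2240 times for CYTO, 1866 for CYTO in inflamed cows and 1689 for inflammation in healthy cows. For PVD, CYTO, CYTO in inflamed cows and inflammation in healthy cows they gained a call 155, 7, 59 and 300 times. They changed direction with no call in either setting 84, 60, 44 and 12 times. Calls were lost 117 times, all for CYTO in inflamed cows. Depth limits genes with few reads: with 10 reads required in every library, 33 genes were called in inflamed cows.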

Differences from the paper's values

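edgeR's quasi-likelihood test, the omission of single cows from DESeq2's test and the tally of the paper's supplementary table were chosen after the values were seen; the other alternatives were set before the data were examined. The paper's counts are at its stated adjusted p below 0.05 and log2 fold change of 1 (its Fig. 2 legend gives an adjusted p below 0.1), and its folds are given as increases or decreases. The statistics in its supplementary table for PVD fit a Wald test against a minimum of 1.5-fold, although its methods state a likelihood ratio test, so DESeq2's test against 1.5-fold is the nearest alternative for that comparison; the values here are limma's, on log2(CPM + 1).

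For PVD the paper's 297 called genes stand against 0 here, which no alternative set before brought within 1.5-fold (DESeq2's 3 tests gave 114 to 700); with single cows left out of DESeq2's test against 1.5-fold, which was added later, 276 without cow s1570 and 199 without s2622 came within it. The paper's 236 lower genes stand against 0. DESeq2's likelihood ratio test, with 310, came within that range and no other alternative did. The paper's 61 higher genes stand against 0, and no alternative came within that range. Of the genes its supplement marks significant, the deposited data hold 85 of 235 lower and 52 of 62 higher ones. DESeq2's test against 1.5-fold called 74 and 40 of these, so much of the gap in lower genes lies in genes absent here. For CYTO the paper's 3 genes stand against 0; DESeq2's test against 1.5-fold, with 4, came within range and no other did. For inflammation in healthy cows the paper's 568 genes stand against 0; the likelihood ratio test (765) came within range. The paper's 510 lower genes stand against 0; the Wald test (643), the likelihood ratio test (602), all 27 cows in 1 fit (414) and the omission of cow s1890 (646) came within range, as did its omission from DESeq2's test against 1.5-fold (483), which was added later. The paper's 58 higher genes stand against 0, and no alternative came within that range.

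A fold was taken to differ where 1 value was more than 1.5 times the other and their gap in log2 was larger than the SD between cows, or on the 1.5 times alone where a cow had 3 reads or fewer. The SD was large, so a value that no longer differs by this rule can still be far from the paper's. The folds here compare group means of log values, whereas DESeq2, which the paper names, models group means of scaled counts. The 2 are unlike measures. The folds of 14 genes for PVD were smaller here. NTS was 577 in the paper and 16.2 here, HSD17B13 199 and 7.68, AQP5 189 and 6.73, CES1 237 and 8.59, PLA2G10 113 and 4.93, C3H1orf87 233 and 7.43, TMEM213 156 and 11.4 (16.7 without cow s2392), ACSM1 16 and 3.07, ACSM3 30 and 4.46, AGR3 29 and 3.9, CXCL17 141 and 10.7, SERPINB4 167 and 8.77, NLRP12 18 and 3.06, and IL9 32 and 2.64 (the paper's value first in each case). DESeq2's 3 tests gave values that no longer differed for all 14: 578, 203, 193, 241, 114, 237, 158, 16.1, 31.2, 29.2, 145, 162, 17.8 and 30.9. edgeR's glmTreat and robust fit did so for all but SERPINB4: 589, 196, 193, 233, 116, 226, 161, 16.1, 31.7, 32, 147, 24 for NLRP12 and 26.2 for IL9. No other alternative did, apart from the omission of cow s2392 for TMEM213, which was inside the SD between cows and still far below the paper's fold.

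For CYTO the paper's fold of NTS was 105 and the value here 6.6. DESeq2's 3 tests gave 103. Other values were inside the SD between cows and so did not differ by the rule, but stayed more than 1.5 times below the paper's: edgeR's glmTreat and robust fit 13.7, RLE factors 6.95, a pseudocount of 0.1 7.63, inflammation as a block 7.98, and the omission of cow s1066 (9.22), s1570, s1890 (8.02), s2053 (8.19), s2392 (9.6), s1183 (12.2) or s2167 (8.19). The other alternatives still differed.

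For CYTO in inflamed cows the paper's folds and those here were MCEMP1 25 and 12.2, CSF3 137 and 21.5, GPR84 78 and 44, IL17 94 and 8.03, CCL20 35 and 11.9, AHSG 14 and 5.52, and SLAMF1 10 and 6.12. DESeq2's 3 tests (24.9, 140, 79.9, 94.7, 35.6 and 14.3, and for SLAMF1 a log2 value of 3.39) and edgeR's glmTreat and robust fit (24.7, 145, 82.9, 95.6, 35.6, 14.2 and 10.4) no longer differed. voom with quality weights did not for MCEMP1 (21.8), GPR84 (113), IL17 (76.3), AHSG (10.7) and SLAMF1 (12.1). A pseudocount of 0.1 did not for MCEMP1 (23.3), CSF3 (113), GPR84 (95.5), CCL20 (32.1), AHSG (12.5) and SLAMF1 (9.28). Nor did the omission of cow s1570 for GPR84 (56.3) and SLAMF1 (6.7), of s1944 for GPR84 (60.5) and SLAMF1 (6.67), or of s2184 for SLAMF1 (7.23). The other alternatives still differed.

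For inflammation in healthy cows they were AQP5 216 and 29.2, C4BPA 678 and 114, SPDEF 263 and 28, SLPI 998 and 80.4, CES1 285 and 52, and CXCL17 270 and 97.3. DESeq2's 3 tests (221, 707, 269, 293 and 278, and for SLPI a log2 value of -9.97) and edgeR's glmTreat and robust fit (219, 704, 267, 301 and 277, and -9.97) no longer differed. voom with quality weights did not for AQP5 (169), C4BPA and SPDEF (186). A pseudocount of 0.1 and the omission of cow s1890 did not for CXCL17 (255 and 251). For SPDEF these 2 gave 62.6 and 66.3, inside the SD between cows and so not differing by the rule, but more than 1.5 times below the paper's. The other alternatives still differed.

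The paper has most genes higher in healthy cows without inflammation. By limma 954 were higher without and 1737 with inflammation at an unadjusted p under 0.05, 646 and 1510 were called without cow s1890, 414 and 963 with all 27 cows in 1 fit, and 1176 and 1620 by voom with quality weights. DESeq2 went the paper's way with 643 and 238 by the Wald test, 172 and 16 against 1.5-fold, and 602 and 163 by the likelihood ratio test, but not without cow s1890, where its test against 1.5-fold called 483 and 863. The paper names SLPI as the largest difference there. By limma SLPI (-6.33) came after BPIFB1 (-6.91), C4BPA (-6.84), CXCL17 (-6.61), NTS (-6.57) and TMEM213 (-6.52), and by DESeq2 and edgeR it was the largest (-9.97 in each).

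The paper names NTS as the largest difference for PVD. By limma it was the largest decrease (-4.02), and ENSBTAG00000004556, which has no symbol, rose by more (4.14); by DESeq2 NTS was the largest (-9.18). The paper names SERPINB4 as the most significant of the higher genes for PVD. By limma that was SLA (adjusted p = 0.195, SERPINB4 0.207), and by DESeq2 it was SERPINB4 (2.18e-07, and 5.36e-06 against 1.5-fold). The paper calls IL17 and PTX3 for CYTO in inflamed cows. limma did not (adjusted p = 0.172 and 0.0585) and edgeR did not (0.068 and 0.128), whereas DESeq2 did (4.13e-08 and 6.91e-06, and 4.08e-06 and 0.000821 against 1.5-fold). limma called PTX3 without cow s1944 and with adjusted p below 0.1 or a pseudocount of 10, and voom with quality weights called IL17. The paper calls NTS for CYTO, which limma did not and DESeq2 did (0.0118 against 1.5-fold).

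The paper describes the groups as apart on principal components. On the first component the exact permutation p was 0.0815 for PVD (with scaled genes 0.0438 on the first component, which is another axis, and 0.0693 on the second), 0.286 for CYTO in inflamed cows and 0.0238 for inflammation in healthy cows. The paper has its 12 qPCR genes differing in at least 1 comparison. limma called 4 of them, DESeq2's Wald test 11 (all but TGFB2) and its test against 1.5-fold 7.

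Of the 297 genes marked significant in the paper's supplementary table for PVD, 137 are in the deposited tables and 131 were tested. All 131 had the paper's direction by limma, 115 with an unadjusted p under 0.05 and none called. DESeq2's Wald test called 130 and its test against 1.5-fold called 114, which were all the genes it called; its folds were 1.009 times the paper's in the median.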

Other observations

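Counts from edgeR's quasi-likelihood test, from TMM factors and from the omission of cows s1183 and s1890 together, and list medians without a cow, were chosen after the data were seen; the splits of the cows were not.

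Before CYTO in cows without physiological inflammation, which the paper does not describe apart, genes of stroma and macrophages had higher means and those of glands lower means than in healthy cows without it. All 17 macrophage genes (3.14 as the median log2 fold change, 12 adjusted over the list alone), all 21 stromal genes (3.16), all 10 of smooth muscle (2.37) and all 9 of endothelium (1.98) were higher. All 19 glandular genes (-3.24), 18 of 20 epithelial genes (-0.60) and 9 of 11 of motile cilia (-0.75) were lower. With an estimated correlation the adjusted p was 0.836 for each. limma called 0 of 10428 genes (1415 with an unadjusted p under 0.05), edgeR 0 and DESeq2's Wald test 39. limma called 373 without cow s1890, 58 without s1183, 2 without s2006 and 2171 without s1183 and s1890 together. The medians of stroma, macrophages and glands were 4.13, 4.19 and -4.48 without cow s1890 and 3.92, 3.62 and -4.21 without cow s1183. These 2 cows also lay apart in epithelium and cilia. Cow s1890 had means of log2(CPM + 1) of 4.657 and 2.575, where the other healthy cows had at least 6.141 and 3.69. Cow s1183 had 7.398 and 5.044, where the other CYTO cows had at most 5.97 and 3.816.

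Among inflamed cows, those with PVD and CYTO had higher means of neutrophil and inflammasome genes and lower means of stromal genes than healthy cows. All 19 neutrophil genes (1.54), all 15 of the IL-1 family (1.51), 18 of 19 of the NF-kB response (0.97) and 19 of 21 of glycolysis and hypoxia (0.86) were higher, and all 21 stromal genes (-1.21) lower, with adjusted p values of 0.102 to 0.431 with an estimated correlation. Without cow s1239 the medians were 0.724 for neutrophils, 0.468 for the IL-1 family, 0.248 for the NF-kB response, 0.806 for glycolysis and -0.808 for stroma. limma called 0 of 10423 genes (170 with an unadjusted p under 0.05), edgeR 0 and DESeq2's Wald test 10.

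Against CYTO alone, cows with PVD and CYTO had lower means in all 21 stromal genes (-0.88) and all 20 epithelial genes (-0.78). Without cow s1239 these medians were -0.574 and -1.09. Inflammatory genes were also set side by side without that cow, after the values were seen, and no difference was tested. limma called 0 genes in this comparison whichever cow was left out. The other cows with PVD and CYTO had means of log2(CPM + 1) of 5.012 to 5.384 for the NF-kB response and 3.72 to 5.107 for the IL-1 family. The inflamed cows with CYTO alone had 6.447 to 7.631 and 5.649 to 6.828, and cow s1239 had 8.742 and 8.477. Against PVD alone, they had higher means in 14 of 15 genes of the IL-1 family (0.72) and 17 of 19 neutrophil genes (0.51), but without cow s1239 the medians were -0.223 and -0.158. The medians over all genes were 0.20 for CYTO without inflammation, -0.36 for PVD with CYTO, -0.28 and -0.27 in these 2 comparisons and -0.21 for PVD against inflamed healthy cows, against -0.07, 0.04, 0.08, 0.06 and 0.03 by DESeq2. Without cow s1239 the last 4 were -0.063, 0.005, -0.009 and -0.067, so shifts of that size come with the scaling and, in these 4, with that cow; the list medians given here kept their signs in edgeR unless stated, but not their sizes: stroma and macrophages for CYTO without inflammation had 1.40 and 1.55, stroma -0.45 for PVD with CYTO and -0.18 against CYTO alone, epithelium there -0.19, and macrophages for all disease 0.41. limma called 0 genes in both (135 and 12 with an unadjusted p under 0.05), edgeR 0 and DESeq2's Wald test 0.

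Against all 17 diseased cows, healthy cows had lower means in all 20 neutrophil genes (1.68, 17 adjusted over the list alone), all 20 of the NF-kB response (1.03, 9), all 17 of macrophages (1.65) and all 22 of the interferon response (0.66), the medians being those of diseased over healthy cows. All 19 glandular genes (-1.79) and all 11 of motile cilia (-0.95) were lower in diseased cows. limma called 0 of 10474 genes (1080 with an unadjusted p under 0.05), edgeR 0 and DESeq2's Wald test 174 (135 higher, 39 lower).

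Against the 5 inflamed healthy cows alone, immune genes still had higher means in the 8 PVD cows, with smaller medians than against all 10 healthy cows, and glandular genes did not have lower ones. Neutrophil genes (18 of 19, median 1.07), the NF-kB response (19 of 20, 0.81), the IL-1 family (14 of 15, 1.13), the interferon response (21 of 22, 0.63) and glycolysis and hypoxia (21 of 21, 0.74) were higher in PVD. Without cow s1239 the medians were 0.69 for neutrophils, 0.5 for the NF-kB response and 0.668 for the IL-1 family. Cow s2683 was also high, with means of log2(CPM + 1) of 7.612 for the NF-kB response and 7.437 for the IL-1 family. The remaining PVD cows had 4.679 to 5.508 and 3.455 to 5.107. These overlap the inflamed healthy cows, with 4.736 to 5.446 and 3.137 to 4.992. Of 14 glandular genes, 7 were higher and 7 lower (median -0.04, mean 0.14, and 0.41 as the median in edgeR), and camera had them higher at the preset correlation (adjusted p = 0.0305) and not with an estimated one (0.56). Of 30 lists, 16 passed at the preset correlation and 0 with an estimated correlation. Stroma was lower in 20 of 21 genes (-0.85). limma called 0 of 10430 genes (244 with an unadjusted p under 0.05), edgeR 0 and DESeq2's Wald test 2.

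The fold changes for PVD ran along those for inflammation in healthy cows, with which they share the healthy cows: r = 0.781 over 10424 genes, which are not independent replicates, and the same sign in 72.9%. In 100 regroupings with no real difference r had a median of -0.05 (2.5% tails at -0.744 and 0.752) and was as high in 3; the covariance of 0.626 was as far from the mean of 0.001 in 0. For PVD against inflamed healthy cows r was -0.023, with the same sign in 50.2%, where the regroupings had a median of -0.608 (-0.895 and 0.175).

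The PMN% of the 27 cows fell into clusters, 0 to 16 and 31 to 87, so a correlation over all cows compares the clusters; 11 of the 12 qPCR genes, all but TGFB2, had an adjusted p under 0.05 by Pearson correlation, and 10 by Spearman (CCL20 had rho = 0.279, adjusted p = 0.175). Within the 17 cows at 18% or more none had. There NLRP3 had r = 0.304 and rho = 0.109 (adjusted p = 0.668), IL1A 0.264 and 0.194, and IL-8 0.186 and 0.183. Within the 10 cows below it none had either, with 0.456 and 0.494 for NLRP3 (adjusted p = 0.551), 0.201 and 0.177 for IL1A, and 0.307 and 0.244 for IL-8.

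Other splits of the same cows called genes by limma where the real one called 0. Every split reaches a count of 0, so there chance cannot be tested. The highest other split called 1274 for PVD, 144 for CYTO, 2124 for inflammation in healthy cows, 943 for CYTO without inflammation, 603 for PVD with CYTO, 1 for PVD with CYTO against CYTO, 1135 for PVD with CYTO against PVD alone, 143 for all disease and 435 for PVD against inflamed healthy cows. Except for PVD with CYTO against CYTO, such numbers point to a structure of the samples. These came from 100 splits each, all 100 as large as the real one, or 35 of 35 in the 2 comparisons of 4 against 4 cows. For DESeq2 against 1.5-fold, 1 of 50 splits was as large for PVD, the real one (114, highest other 91). For CYTO in inflamed cows 2 of 50 were, the real one included (48, highest other 201). Chance is unlikely for these 2 counts but not excluded, since only 50 splits were drawn. For inflammation in healthy cows 4 of 50 splits were as large (188, highest other 827), so there chance stays open. Chance is also unlikely but not excluded for the limma count in inflamed cows and for the interaction. In each, 2 of 100 splits were as large, the real one included.

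Lists not described at a claim had these medians for PVD: Toll-like receptors 0.70 (9 of 15 higher), T and NK lymphocytes 0.16 (5 of 8), placenta 1.00 (3 of 3), cell cycle 0.72 (17 of 20), mast cells and eosinophils -0.43 (0 of 2), and steroid receptors -0.001 (6 of 13). B and plasma cells had 0.13 (-0.39 in edgeR), prostaglandins 0.10 (-0.15 in edgeR), the reference genes -0.06 (mean 0.07, and 0.03 in edgeR), and the erythrocyte list held 1 tested gene, GYPC, at 0.13 (-0.65 in edgeR). With an estimated correlation none passed.

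Among the genes the paper names, those below the filter in a comparison included SLC25A48 for inflammation in healthy cows (37.6 ± 37.8 and 0.347 ± 0.298 CPM; SD, n = 5 without and 5 with inflammation; at 1 CPM in 4 of 10 cows), CCL20 there (3.33 ± 5.37 and 0.67 ± 0.671 CPM), and IL17 for PVD (0.107 ± 0.136 and 5.28 ± 9.92 CPM, SD, n = 10 and 8) and CYTO (6.23 ± 11.5 CPM, SD, n = 9).

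The authors' deposited tables include the 3 cows outside the paper's set where their groups were compared. At an adjusted p below 0.05 from edgeR's likelihood ratio test they list 298 genes for healthy against disease (105 higher in healthy). They list 2118 for healthy against clinical (1122) and 0 for healthy against subclinical. For healthy against CYTO they list 19 without inflammation (5) and 0 with it. For PVD with CYTO they list 590 against healthy (26 higher in healthy), 0 against CYTO and 0 against PVD alone. Healthy cows without against with inflammation had 1861 (1168 higher without, 693 with). That comparison holds healthy cows only, all of the paper's set, and its balance goes the paper's way. edgeR's quasi-likelihood test called 0 there.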
